# Gene and miRNA expression signature of Lewis lung carcinoma LLC1 cells in extracellular matrix enriched microenvironment

**DOI:** 10.1186/s12885-016-2825-9

**Published:** 2016-10-11

**Authors:** Vaidotas Stankevicius, Gintautas Vasauskas, Danute Bulotiene, Stase Butkyte, Sonata Jarmalaite, Ricardas Rotomskis, Kestutis Suziedelis

**Keywords:** 3D cell culture, ECM, Gene and miRNA expression signature, MAPK signaling pathway, Cell adhesion, Inflammatory response

## Abstract

**Background:**

The extracellular matrix (ECM), one of the key components of tumor microenvironment, has a tremendous impact on cancer development and highly influences tumor cell features. ECM affects vital cellular functions such as cell differentiation, migration, survival and proliferation. Gene and protein expression levels are regulated in cell-ECM interaction dependent manner as well. The rate of unsuccessful clinical trials, based on cell culture research models lacking the ECM microenvironment, indicates the need for alternative models and determines the shift to three-dimensional (3D) laminin rich ECM models, better simulating tissue organization. Recognized advantages of 3D models suggest the development of new anticancer treatment strategies. This is among the most promising directions of 3D cell cultures application. However, detailed analysis at the molecular level of 2D/3D cell cultures and tumors in vivo is still needed to elucidate cellular pathways most promising for the development of targeted therapies. In order to elucidate which biological pathways are altered during microenvironmental shift we have analyzed whole genome mRNA and miRNA expression differences in LLC1 cells cultured in 2D or 3D culture conditions.

**Methods:**

In our study we used DNA microarrays for whole genome analysis of mRNA and miRNA expression differences in LLC1 cells cultivated in 2D or 3D culture conditions. Next, we indicated the most common enriched functional categories using KEGG pathway enrichment analysis. Finally, we validated the microarray data by quantitative PCR in LLC1 cells cultured under 2D or 3D conditions or LLC1 tumors implanted in experimental animals.

**Results:**

Microarray gene expression analysis revealed that 1884 genes and 77 miRNAs were significantly altered in LLC1 cells after 48 h cell growth under 2D and ECM based 3D cell growth conditions. Pathway enrichment results indicated metabolic pathway, MAP kinase, cell adhesion and immune response as the most significantly altered functional categories in LLC1 cells due to the microenvironmental shift from 2D to 3D. Comparison of the expression levels of selected genes and miRNA between LLC1 cells grown in 3D cell culture and LLC1 tumors implanted in the mouse model indicated correspondence between both model systems.

**Conclusions:**

Global gene and miRNA expression analysis in LLC1 cells under ECM microenvironment indicated altered immune response, adhesion and MAP kinase pathways. All these processes are related to tumor development, progression and treatment response, suggesting the most promising directions for the development of targeted therapies using the 3D cell culture models.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-016-2825-9) contains supplementary material, which is available to authorized users.

## Background

The extracellular matrix (ECM), as one of the key components of tumor microenvironment, has a significant impact on cancer development and highly influences tumor cell features and therefore the response to treatment [1]. ECM contributes not only structural support of growing tumor cells, but also affects other cellular functions such as cell differentiation, migration, survival or proliferation [2–4]. Moreover, gene and protein expression levels are regulated in cell-ECM interaction dependent manner [5, 6]. Not surprisingly, clinical trials based on preclinical two-dimensional (2D) monolayer cell culture models which lack representation of ECM dependent molecular processes occurring in tumors currently have a failure rate of up to 95 %. Cancer cell growth under three-dimensional (3D) culture conditions simulating ECM microenvironment better resembles tumor cell properties in vivo [7]. Thus, investigations using such 3D cell culture models are expected to result in more successful clinical trials.

Vast amount of evidence indicates the superiority of 3D cell cultures compared to 2D models for investigating cancer tumor microenvironment dependent cancer cell properties [8, 9]. Obvious advantages of 3D cell culture models are the cellular-ECM interactions and cell-cell contacts, the formation of active proliferation, quiescent viable cell and necrotic cell zones, as well as the formation of nutritional, oxygen and drug gradients better reflecting cellular organization and the microenvironment in tumor tissue [10]. Nevertheless, the 3D cell cultures do not resemble the full complexity of tumor tissue environment in vivo. Few obvious limitations of 3D cell cultures as a cancer research model are the lack of vasculature, host immune response and other cell-cell interactions that occur between cancer and stromal cells in tumors [11]. Recognized advantages and limitations of 3D cell culture models suggest that the most successful directions of 3D model application include the development of new anticancer treatment strategies. Hence, detailed analysis at the molecular level of 2D/3D cell cultures and tumors in vivo are still needed to unlock the power of 3D cell culture models in translational research.

In order to elucidate which biological pathways are altered during microenvironmental shift, we have analyzed whole genome mRNA and miRNA expression changes in murine Lewis lung cancer LLC1 cells cultured in 2D or laminin rich ECM (lr-ECM) 3D conditions. LLC1 cell line was established from the lung of a C57BL mouse bearing a tumor of primary Lewis lung carcinoma. This cell line is highly tumorigenic and the implanted cells are immunologically compatible with the murine immune system, unlike the widely used human cancer xenograft models. Therefore, it is primarily used as singeneic animal model as well as evaluating the efficacy of chemotherapeutic agents in vivo. The present pathway enrichment results indicated the metabolic pathway, MAP kinase, cell adhesion and immune response as the most significantly altered functional categories in LLC1 cells during the switch from 2D to 3D. Global miRNA expression analysis confirmed the involvement of miRNA in the regulation of ECM dependent properties of cancer cells. Comparison of the expression levels of selected genes and miRNA between LLC1 cells grown 3D cell culture and LLC1 tumors implanted in mice indicated correspondence between both model systems. Global gene and miRNA expression analysis indicates the existence of universal regulation for the metabolic pathway, MAPK, cell adhesion and immune response pathways both in 3D culture and tumor suggesting the most promising directions for translational cancer research using the 3D cell culture models.

## Methods

### Cell culture and maintenance

LLC1 mouse Lewis lung carcinoma cell line was obtained from the ATCC (Rockville, Maryland, USA). Cells were cultured under standard conditions at 37 °C in a humidified atmosphere containing 5 % CO_2_ with DMEM medium (ThermoFisher Scientific, USA) supplemented with 10 % fetal bovine serum (ThermoFisher Scientific, USA), 2 mM glutamine (ThermoFisher Scientific, USA), 100 UI/ml penicillin (Sigma, USA) and 0.1 mg/ml streptomycin (Sigma, USA). For 2D culture, cells were plated in 6 well plates at 5x10^4^ cells/cm^2^ density. For lr-ECM 3D cell culture, 24 well plates were coated with 1 % agarose to prevent the attachment of cells to the plate bottom and 5x10^4^ cells per well were embedded into 0.5 mg/ml lr-ECM protein mixture Geltrex (ThermoFisher Scientific, USA) in DMEM medium as described previously [12]. All experiments were performed following 48 h of cell growth and repeated at least 3 times. Representative phase contrast images of live LLC1 cells grown under 2D and lr-ECM 3D cell culture conditions were taken using Nikon T5100 microscope.

### Tumor model

C57BL/6 female mice (obtained from Vilnius University Institute of Biochemistry) at 10–12 weeks of age and 19–22 g body weight were used. Mice were injected subcutaneously with Lewis lung carcinoma (LLC1) cells (1x10^6^ cells suspended in RPMI medium) in the right groin. Animals were sacrificed, tumors excised, homogenized and resuspended in normal saline 10 days following the implantation. Experimental group of mice were injected with 0.2 ml of the obtained suspension in the right groin. Mice were housed at a constantly maintained temperature (22 ± 1 °C), relative humidity (55 ± 10 %) and photoperiod (12 h light/dark cycle) in the Open Access Centre at National Cancer Institute, Lithuania. The animals were fed standard rodent chow and purified water ad libitum. Tumor volume was determined by measuring the diameter with vernier calipers and calculating the volume according to the following formula: tumor volume = L x W x H x π/6 (L is length, W is width and H is height of tumor). Tumors reached 400–600 mm^3^ volume in 10 days following implantation. Then animals were sacrificed and tumors excised and used for total RNA isolation. All animal procedures were performed in accordance with the guidelines established by the Lithuanian Care Committee which approved the study (No.0190)

### Confocal imaging

5x10^4^ LLC1 cells were plated in 24 well plates on glass cover slips in DMEM or embedded into 0.5 mg/ml lr-ECM/DMEM mixture under 2D or 3D cell culture conditions, respectively. Following 48 h of growth, cells were washed twice with PBS and fixed for 10 min. with 4 % PFA (Carl ROTH, Germany) solution in PBS at room temperature. Cell permeabilization was performed with ice-cold 0,1 % Triton X-100 in PBS for 10 min. Staining was accomplished with Alexa®633 Phalloidin (ThermoFisher Scientific, USA) in PBS containing 1 % BSA for 30 min and 5 μg/ml Dapi (Sigma, USA) in PBS for 3 min at room temperature. All staining steps were followed by 3 wash steps in PBS for 5 min at room temperature. Finally, slides were mounted with Roti®-MountFluorCare mounting media (Carl ROTH, Germany). Images were obtained using Zeiss LSM 7 Duo Live confocal microscope (Zeiss, Germany) and 40x/1.3 immersion objective and excitation wavelengths of 405 nm and 633 nm.

### RNA and miRNA extraction

1x10^6^ LLC1 cells following 48 h of growth under 2D or lr-ECM 3D cell culture conditions were harvested and total RNA enriched with small noncoding RNAs was isolated using mirVana RNA isolation kit (Ambion, USA) according to manufacturer’s instructions. 100 mg of mouse tumor tissue sample were used for total RNA extraction. The quantity and quality of RNA were measured using Nanodrop (ThermoFisher Scientific, USA) and Bioanalyzer (Agilent Technologies, USA).

### Gene expression microarrays

cRNA sample preparation, labeling and hybridization was performed according to manufacturer’s instructions. Briefly, 1 μg of total RNA was used for cDNA synthesis and amplification using Message™Amp aRNA kit (ThermoFisher Scientific, USA). Then 825 ng of cRNA labeled with Cy3/Cy5 dyes using Arcturus® TURBO labeling™ Cy™3/Cy™5 Kit (ThermoFisher Scientific, USA) were hybridized to Agilent Mouse Whole Genome 4x44k Oligonucleotide Microarrays (Agilent Technologies, USA) using HS 400 hybridization station (Tecan, Switzerland). Three independent replicates of every sample were used. Microarray slides were scanned using LS Reloaded scanner (Tecan, Switzerland). Microarray image analysis and data generated were further analyzed using ImaGene ver. 9.0 (BioDiscovery, USA) and GeneSpring GX v11.5 software (Agilent Technologies, USA). Raw extracted gene expression data were normalized with Loess normalization to adjust microarray data for variation. Genes that showed expression values above fold change 1.5 (with *p*-value <0.05) were defined as differentially expressed in LLC1 cells between 2D and 3D cell culture conditions. Microarray design and data are available at the GEO database (Accession No. GSE75863 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75863).

### MiRNA expression microarrays

miRNA labeling was performed using miRNA complete labeling and Hyb kit (Agilent technologies, USA) according to manufacturer’s instructions. In brief, 100 ng of total RNA were dephosphorylated and directly labeled with Cy3. Samples were dried out and resuspended in Hi-RPM hybridization buffer (Agilent Technologies, USA), containing GE blocking agent (Agilent Technologies, USA) and denaturized by heating for 5 min in 100 °C. In a further step samples were hybridized to Agilent mouse miRNA 8x15K microarrays containing probes for 627 mouse miRNAS from Sanger database v.12 (Agilent Technologies, USA) for 20 h at 55 °C in a rotating hybridization oven. Three independent replicates of every sample were used. Slides were then washed 3 times and scanned with Agilent SureScan Microarray Scanner (Agilent Technologies, USA). Microarray images were extracted using Extraction Feature v10.7.3.1 software (Agilent Technologies, USA). To normalize raw probe values, experimental samples were scaled to mean of control samples using GeneSpring GX v11.5 software (Agilent Technologies, USA). miRNAs that showed expression values above fold change 2 (with *P*-value <0.05) were defined as differentially expressed in LLC1 cells between 2D and 3D cell culture conditions. Microarray data are available at the GEO database (Accession No. GSE75862, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75862).

### Microarray data enrichment analysis

To classify microarray data we selected KEGG pathway enrichment analysis which provided the most extensive pathway enrichment results compared to other open access toolkits. KEGG pathway enrichment analysis of gene expression data was performed using WebGestalt online source, as described previously [13]. *P* values were calculated using hypergeometric test and adjusted with multiple Benjamini and Hochberg testing. Functional categories associated in at least 5 genes and *P* < 0.05 were defined as significant. miRNA target and KEGG pathway enrichment analysis was performed with Diana Tools using microT-CDS algorithm and MirPath, as described previously [14, 15].

### Quantitative RT-PCR

To validate gene expression changes, 1 μg of total RNA was used for cDNA synthesis with RevertAid RT Kit (ThermoFisher Scientific, USA) according to manufacturer’s instructions. To evaluate miRNA expression, 0.2 μg of total RNA was used to perform cDNA synthesis with RevertAid RT Kit (ThermoFisher Scientific, USA) as described previously [16]. Quantitative real-time PCR (qRT-PCR) was performed on Eco™ RT-PCR system (Illumina, Inc.) using 2x Maxima SYBR Green qPCR MasterMix (ThermoFisher Scientific, USA) according to manufacturer’s instructions. The relative changes in gene and miRNA expression were calculated by ∆∆C_t_ method comparing expression levels in LLC1 cells grown under 2D and lr-ECM 3D or LLC1 tumors with *hprt1* or sno135 as endogenous controls for expression normalization, respectively. The primer sequences used for microarray data validation are shown in Additional file 1: Table S1.

### Statistical analysis

Data were analyzed using GraphPad v6.0 software. Student’s *t* test was used to compare differences between two groups. *P* < 0.05 was considered as statistically significant. All experiments were independently repeated at least 3 times.

## Results

### Cell morphology

To elucidate structural changes in cellular morphology we examined mouse Lewis lung carcinoma LLC1 cells grown under 2D or lr-ECM 3D cell culture conditions. Cells lost their flat elongated morphology and gained 3-dimensional characteristic mass view following 48 h of cell growth in 3D conditions (Fig. 1a). Further, in order to visualize cell actin cytoskeleton changes, we also performed confocal microscopy of cells stained with phalloidin (Fig. 1b). Images showed that cells had undergone a significant actin cytoskeleton rearrangement and actin stress fibers were lost under 3D culture conditions.

**Fig. 1:**
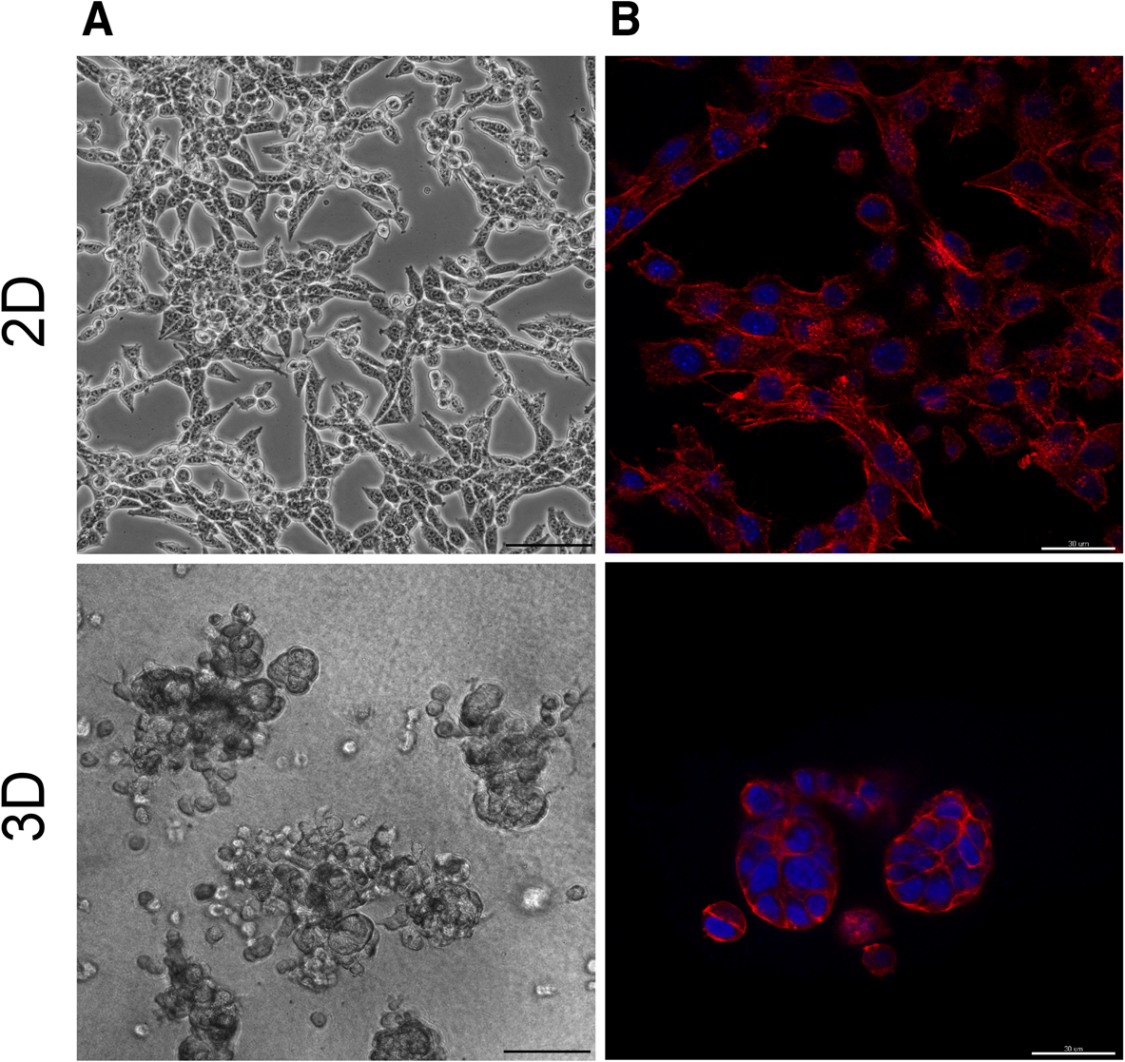
Cell morphology differences of LLC1 cells grown under 2D or lr-ECM 3D growth conditions. Prior to imaging cells were grown under 2D (*upper* panel) and lr-ECM 3D (*lower* panel) cell culture conditions for 48 h. Representative phase contrast (**a**) and confocal laser scanning microscopy images (**b**) of cells under 2D and 3D growing conditions. F-actin was stained with AlexaFluor 633 Phaloidin (*red*). Nuclei were counterstained with DAPI (*blue*). Bars 100 μm (*upper* panel) and 30 μm (*lower* panel)

### Gene expression pattern in LLC1 cells grown under lr-ECM 3D conditions

To better understand the impact of cellular microenvironment changes on gene expression levels in LLC1 cells grown under 2D and lr-ECM 3D conditions, we analyzed genome wide expression changes between these culture conditions using Agilent Mouse Whole Genome 4x44k Oligonucleotide Microarray platform. 

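LLC1 cells, a mouse Lewis lung carcinoma line, were grown for 48 h as a monolayer (2D) or with 0.5 mg/ml of laminin rich extracellular matrix (lr-ECM 3D). Each of 3 arrays held cRNA of a 2D culture labelled with Cy3 and cRNA of a 3D culture labelled with Cy5. On 0 arrays were the dyes swapped, so the effect of a dye on a probe cannot be told apart from an effect of the culture. The authors deposited the mean and median intensity of each spot in both dyes, quantified with ImaGene and not background corrected, and a table of log2 ratios per probe after Loess normalization. Here the log2 ratio of 3D over 2D was computed from the mean spot intensities with limma's normexp background correction (offset 50) and loess normalization within each array, and was averaged over the spots of a probe. Spots with the quality flag 3 (918, 1192 and 1567 on the arrays of replicates 1, 2 and 3) were left out. The 40293 gene probes with a value on at least 2 arrays were tested against a log2 ratio of 0 with limma's moderated test and Benjamini-Hochberg adjustment. A probe was called differentially expressed at a fold change above 1.5 and an adjusted p under 0.05. The number of arrays limits the precision. Across probes, which are not independent replicates, the log2 ratios of replicates 2 and 3 had a correlation of 0.846, against 0.627 for replicates 1 and 2 and 0.600 for replicates 1 and 3.

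The array design prints 245 gene probes at 10 positions each, and the spots of such a probe measure the same RNA. Under the probe labels that the files give, the share of the variance of the log2 Cy3 signal that lay between these probes was 0.0900, 0.0902 and 0.0908 on the 3 arrays, where labels placed at random give 0.0996 on replicates 1 and 3. Mirroring the labels from top to bottom or from left to right left the share between 0.0935 and 0.0983. With the labels turned by 180 degrees, so that the first spot of the array takes the label of the last, the share was 0.996, 0.994 and 0.997. The turned labels were examined only after these values had been seen. Table S2 uses the labels of the files. The values given at the paper's statements are thus those of the spots labelled with each gene in the files. The values with turned labels stand beside most of them.

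**Figure D1:**
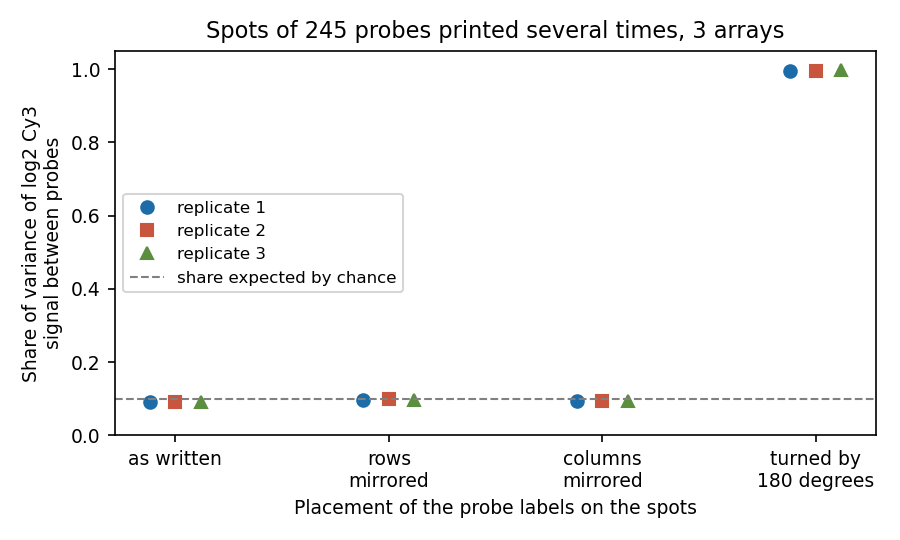
Share of the variance of the log2 Cy3 signal that lies between the 245 probes printed at 10 positions (y axis, no unit), for 4 placements of the probe labels on the spots (x axis). Each point is 1 array, and the dashed line is the share that random labels give. With the labels turned by 180 degrees the 3 arrays lie between 0.994 and 0.997, and with the labels as written between 0.0900 and 0.0908.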

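Of the tested gene probes, 3566 were called at adjusted p, 1792 of them up-regulated and 1774 down-regulated in 3D culture, and 3768 had a fold change above 1.5 at unadjusted p. The methods' t-test on the same log2 ratios called 0 probes after adjustment over all probes and 2651 at unadjusted p. The paper's Table S2 lists 1883 gene probes and 1 control feature. Of these gene probes, 1819 were tested here, all with the direction of Table S2, and 1790 were called at unadjusted p in that direction. The other 64 were left out by the quality flag. Table S2 was chosen on these arrays, so the agreement in direction is not independent evidence. With the labels turned, 3675 probes were called, and 186 of them were in Table S2, where independent lists of these sizes share 168.

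The largest falls among called probes with a gene name and the same sign on all 3 arrays were those of the spots labelled Dstyk (log2 ratio -3.58 ± 0.13 (SD, n = 3 arrays, adjusted p = 2.39e-04)), Rhd (-3.52 ± 0.22), Syt11 (-3.50 ± 0.17), Kif13b (-3.48 ± 0.18) and Miip (-3.46 ± 0.19). All 5 positions carry the label of Acta2, alpha smooth muscle actin, when the labels are turned. The largest rises were those of the spots labelled 4930429F11Rik (2.35 ± 0.82 (SD, n = 3 arrays, adjusted p = 0.00530)), Zfp207 (1.93 ± 1.08), Caskin2 (1.87 ± 1.35), Atp11b (1.76 ± 0.11) and B4galt2 (1.73 ± 0.16). The 3 probes with the largest rises in Table S2, Hnf4a, Gpr126 and the unnamed A_51_P319720, had the flag 3 on all 3 arrays. With every spot kept, Gpr126 had a log2 ratio of 2.53 and A_51_P319720 of 2.22. Their log2 ratios with turned labels were -1.13 and 0.19. The control feature in Table S2, GE_BrightCorner, lies at 14 positions and had a mean log2 ratio of -1.07 ± 0.24 (SD, n = 3 arrays) without normalization.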

Microarray data revealed that the expression of 1884 genes was significantly altered (>1.5 fold change, *p* < 0.05) following 48 h cell growth under 2D and lr-ECM 3D conditions (Additional file 2: Table S2). Differences in cell culture conditions resulted in a greater number of down-regulated than up-regulated genes (1052 and 832, respectively; Table 1). 

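Among the probes called here at unadjusted p, 1854 fell and 1914 rose, so that 49.2% were down-regulated. On single arrays, the share of fallen probes among those with a fold change above 1.5 was 50.6%, 45.3% and 45.6% for replicates 1, 2 and 3. At unadjusted p, the share crossed 50% under 9 of the 17 alternative settings chosen beforehand. At adjusted p it was 49.7%, and crossed 50% under 10 of the 17 that gave calls, with 60.9% in the two-sample t-test, 51.6% without the replicate block, and 52.9% and 53.5% without replicates 2 and 3. At unadjusted p it was 28.3% with median centring in place of loess, 56.6% without normalization within arrays, and 64.8% at a fold change threshold of 2. In the authors' table of log2 ratios, tested in the same way, it was 50.6%.

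**Figure D2:**
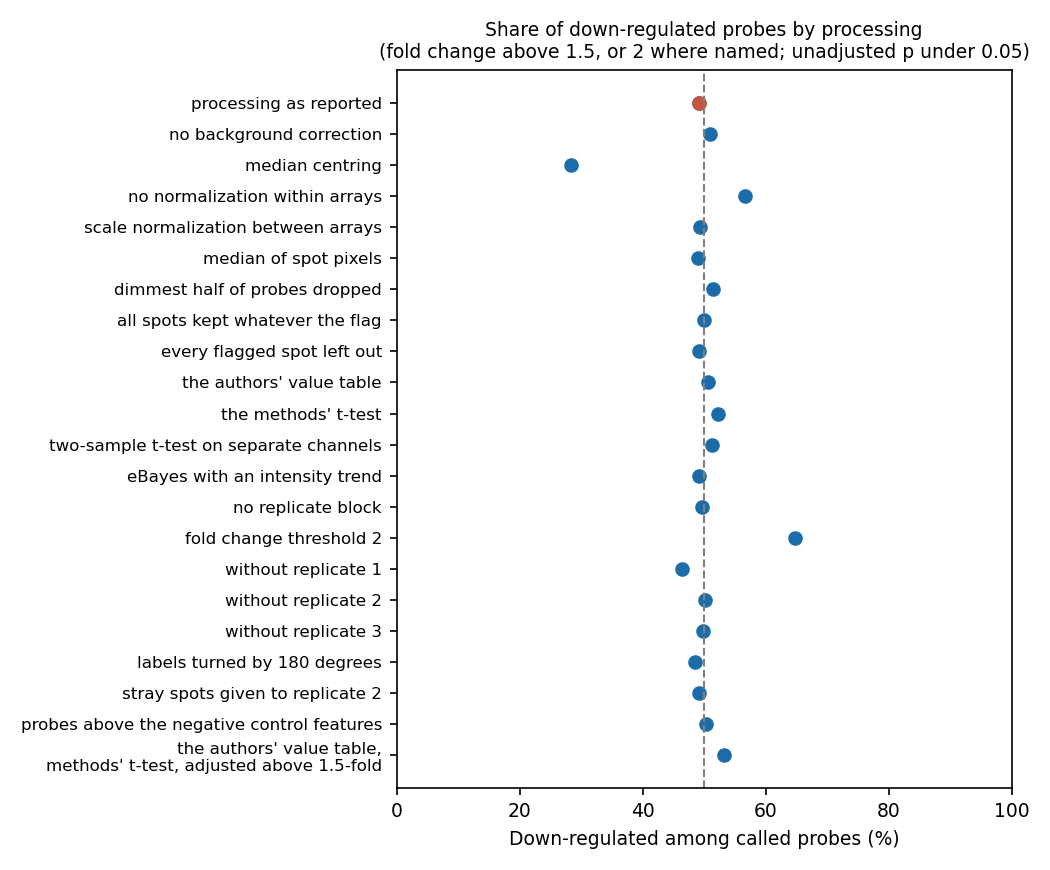
Share of down-regulated probes (x axis, percent) among those called at unadjusted p, for the processing reported here (top) and each alternative (y axis). Each point is 1 setting over all probes, and the dashed line marks 50%. The points run from 28.3% with median centring to 64.8% at a fold change threshold of 2.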

In order to evaluate which biological pathways were affected in LLC1 cells between 2D and 3D cell growth conditions, we performed KEGG pathway enrichment analysis of all 1884 differently expressed genes. KEGG pathway enrichment analysis revealed that total of 74 KEGG pathway categories were enriched where each of these categories was represented at least by five or more genes in the functional category with *p* < 0.05 (Additional file 3: Table S3). 

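Table S4 lists the differentially expressed genes of 19 KEGG categories by direction. In 12 of these categories it lists more down-regulated than up-regulated genes, in 6 fewer, and in 1 as many. In the present values, with each gene read at its probe in Table S2 (the one in the listed direction where Table S2 holds probes of both directions), more genes were called down-regulated than up-regulated in 11 categories, fewer in 6 and as many in 2. The widest gap was in cytokine-cytokine receptor interaction among the immune categories, with 5 genes called up-regulated and 12 down-regulated. In RIG-I-like receptor signaling, 5 were called up-regulated and 1 down-regulated. With turned labels, the calls were 1 up-regulated and 2 down-regulated in cytokine-cytokine receptor interaction, and 1 and 0 in RIG-I-like receptor signaling. In metabolic pathways they were 10 and 4, against 25 and 39 with the labels as written, so the direction in this category depends on the labels.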

A greater number of genes in all categories were down-regulated in LLC1 cells under 3D culture conditions as compared to 2D. Next, we coalesced similar KEGG pathway categories into four subsets of major functional groups, which could be related to tumor development and progression: 1) Metabolic pathways; 2) MAP kinase; 3) Cell adhesion and 4) Immune response related pathways (Table 2). 

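Of the genes that Table S4 lists under metabolic pathways, 64 had a tested probe, and the spots labelled with all 64 changed in the direction of Table S4 and were called, 25 up-regulated and 39 down-regulated. The others were left out by the quality flag. The median size of the log2 ratio was 0.87. These genes were chosen on these arrays, so the tally is not independent evidence. For some of them, such as Nt5c and St8sia5, named after their values were seen, Table S2 also holds a probe of the opposite direction, and the tally reads the one in the listed direction. At the brightest probe of each gene, which can be its Table S2 probe, 60 of 65 genes changed as listed. The largest rise was that of the spot labelled B4galt2, a galactosyltransferase whose only other probe fell, and the largest fall that of the spot labelled Kynu, kynureninase, with -1.82 ± 0.13 (SD, n = 3 arrays, adjusted p = 0.00103). With the labels turned, 33 of the 69 genes with a value changed in the direction of Table S4, and B4galt2 had a log2 ratio of -0.27 and Kynu of -0.050.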

Our results indicated that the “Metabolic pathways” subset was the most significantly altered KEGG functional category (*p* = 6.23e-08) resulting in 73 (30 up-regulated and 43 down-regulated) differently expressed genes in LLC1 cells grown under lr-ECM 3D vs monolayer conditions. The MAP kinase signaling pathway was the second most significantly altered KEGG categories (*p* = 6.23e-08) and resulted in 25 genes (11 up-regulated and 14 down-regulated) differently expressed in LLC1 cells cultured under lr-ECM 3D and 2D culture conditions. 

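All 25 genes of the MAP kinase list had a tested probe, and the spots labelled with them were called in the listed direction, 11 up-regulated and 14 down-regulated, with a median size of the log2 ratio of 0.84. The spots labelled Cacna1d, a calcium channel subunit, had the largest rise, 1.08 ± 0.26 (SD, n = 3 arrays, adjusted p = 0.00412), although 2 of the gene's 3 other probes fell. The largest fall was that of Ecsit, -1.37 ± 0.25 (SD, n = 3 arrays, adjusted p = 0.00255). At each gene's brightest probe, which can be its Table S2 probe, 19 of 24 genes had the listed direction. When the labels are turned, 13 of 24 genes changed in the listed direction and 2 of these were called, and the values of Cacna1d (-0.12) and Ecsit (0.29) had the opposite sign.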

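For the cell adhesion subset, Table S4 lists 23 up-regulated and 25 down-regulated genes. The spots labelled with 47 of these 48 genes changed in the listed direction, and 45 were called, 22 up-regulated and 23 down-regulated. Ppp2r2b, listed as up-regulated, has 1 probe of each direction in Table S2, and this tally reads the one that rose. Read at the brightest probe of each gene, which can be its Table S2 probe, 36 of 45 genes changed in the listed direction. Pard3, a polarity protein, had the largest rise, 1.26 ± 0.22 (SD, n = 3 arrays, adjusted p = 0.00271), while all 4 of its other probes fell. Itgb7, an integrin subunit, had the largest fall, -1.65 ± 0.23 (SD, n = 3 arrays, adjusted p = 0.00173). Arhgef4, listed as up-regulated, has no probe in Table S2, and the spot labelled with it had a log2 ratio of -0.15 ± 0.23 (SD, n = 3 arrays, adjusted p = 0.384) at a Cy3 signal under the level of the negative control features. With turned labels, 22 of 45 genes changed in the listed direction, and the log2 ratio of Pard3 was 0.097.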

Differences in cell culture conditions also altered the expression of 48 unique (22 up-regulated and 26 down-regulated) genes related to cell adhesion. These genes were significantly associated with cell adhesion molecules, gap and tight junctions, ECM-receptor interaction functional categories, with “regulation of actin cytoskeleton” (*p* = 1.35e-06) and “focal adhesion” (*p* = 3.33e-05) categories being the most significantly altered in the “cell adhesion” subset. Furthermore, we indicated that difference in cell culture conditions also altered the expression of 44 (16 up-regulated and 28 down-regulated) genes involved in immune response signaling pathways including cytokine-cytokine receptor, chemokine, T and B cell receptor and Jak-STAT signaling pathway categories (Table 2). 

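Under regulation of actin cytoskeleton, Table S4 lists 6 up-regulated and 14 down-regulated genes, and the spots labelled with 5 and 12 of them were called up-regulated and down-regulated. Under focal adhesion, 7 were called up-regulated and 9 down-regulated. With the labels turned, the calls among these genes were 1 up-regulated and 1 down-regulated in the first category and 1 up-regulated and 4 down-regulated in the second.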

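In the immune response list, 43 of 44 genes had a tested probe, and the spots labelled with all 43 changed as listed. Of these, 41 were called, 15 up-regulated and 26 down-regulated, with a median size of 0.86 on the log2 scale. The largest fall was that of Irf3, an interferon regulatory factor, -1.81 ± 0.070 (SD, n = 3 arrays, adjusted p = 9.04e-04), and with turned labels its log2 ratio was 0.095. The turn left 23 of 43 genes with the listed direction and 4 called in it. Where each gene was read at its brightest probe, which can be its Table S2 probe, 38 of the 40 genes with a value changed as listed. The brightest probe is thus no independent check on the Table S2 probe.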

Differently expressed genes associated to MAP kinase, cell adhesion and immune response pathway categories are listed in Additional file 4: Table S4.

**Table 1:** Number of differentially expressed genes and miRNAs^a^ in LLC1 cells after 48 h growth under 2D and lr-ECM 3D conditions

	All	Up-regulated	Down-regulated
Genes	1884	832	1052
miRNAs	77	41	36

^a^Gene and miRNA expression values are above 1.5 and 2 fold change, respectively, *p* < 0.05

**Table 2:** KEGG pathway enrichment analysis of genes differently expressed in LLC1 cells between 2D and lr-ECM 3D cell culture conditions

Category groups	All		Up-regulated		Down-regulated	
	Genes	*p* value	Genes	*p* value	Genes	*p* value
Metabolic pathways						
Metabolic pathways	73	2.83e–13	30	7.55e–06	43	2.02e–08
MAP Kinase						
MAPK signaling pathway	25	6.23e–08	11	0.0010	14	0.0002
Cell adhesion						
Regulation of actin cytoskeleton	20	1.35e–06	6	0.0404	14	3.76e–05
Focal adhesion	17	3.33e–05	7	0.0148	10	0.0018
Cell adhesion molecules (CAMs)	10	0.0062	5	0.0368	5	NS
Gap junction	7	0.0103	2	NS	5	0.0174
Tight junction	9	0.0103	5	NS	4	NS
ECM-receptor interaction	6	0.0237	4	0.0257	2	NS
Immune response						
Cytokine-cytokine receptor interaction	18	0.0001	6	NS	12	0.0011
T cell receptor signaling pathway	11	0.0003	3	NS	8	0.0011
VEGF signaling pathway	9	0.0004	5	0.0062	4	NS
Cytosolic DNA–sensing pathway	7	0.0013	4	0.0111	3	NS
B cell receptor signaling pathway	7	0.0058	3	NS	4	NS
RIG-I-like receptor signaling pathway	6	0.0121	5	0.0045	1	NS
Natural killer cell mediated cytotoxicity	8	0.0153	3	NS	5	0.0435
Jak–STAT signaling pathway	9	0.0159	3	NS	6	0.0336
Fc epsilon RI signaling pathway	6	0.0186	2	NS	4	NS
Chemokine signaling pathway	9	0.0362	3	NS	6	NS
Toll-like receptor signaling pathway	5	0.0401	4	NS	2	NS

Functional groups of all genes, differentially expressed in LLC cells grown under 3D cell culture conditions, were assign as significant when enriched in at least 5 genes, *p* < 0.05

### miRNA expression pattern in LLC1 cells grown under lr-ECM 3D conditions

For miRNA expression profile analysis, we evaluated miRNA expression changes under two different cell culture conditions using Mouse miRNA 8x15k Microarrays. Following 48 h of cell growth the expression of 77 miRNAs was significantly altered (>2 fold change, *p* < 0.05) and resulted in 41 up-regulated and 36 down-regulated miRNAs in LLC1 cells cultivated under lr-ECM 3D culture conditions compared to miRNA expression levels in cells cultured on plastic (Table 1, Additional file 5: Table S5). Next, to obtain a better overview of miRNA expression signature, we further performed unsupervised hierarchical clustering heat map analysis of all differentially expressed miRNA by normalized probe signal values (Fig. 2a). Heat map analysis revealed: a) the expression of 27 miRNAs was strongly induced under lr-ECM 3D culture conditions and only 3 of these miRNAs, miR-466c, miR-574 and miR-669n showed high expression values under 2D cell culture conditions; b) expression of most miRNAs that were down-regulated under lr-ECM 3D culture conditions showed moderate to low expression values in cells grown in 2D monolayer, except expression of miR-135a and miR-196a. We next checked which members of miRNA cluster were co-expressed. We found that 16 up-regulated miRNAs were associated to 3 clusters, located in chromosome 2 (miR-466 ~ 467 ~ 669 cluster), 9 (miR-34cluster) and 12 (miR-376 cluster) (Fig. 2b) while members (10 miRNAs) of 3 miRNA clusters located in chromosomes 2, 12 and X were down-regulated (Fig. 2c). Interestingly, about 30 % of down-regulated miRNAs were located in chromosome X.

**Fig. 2:**
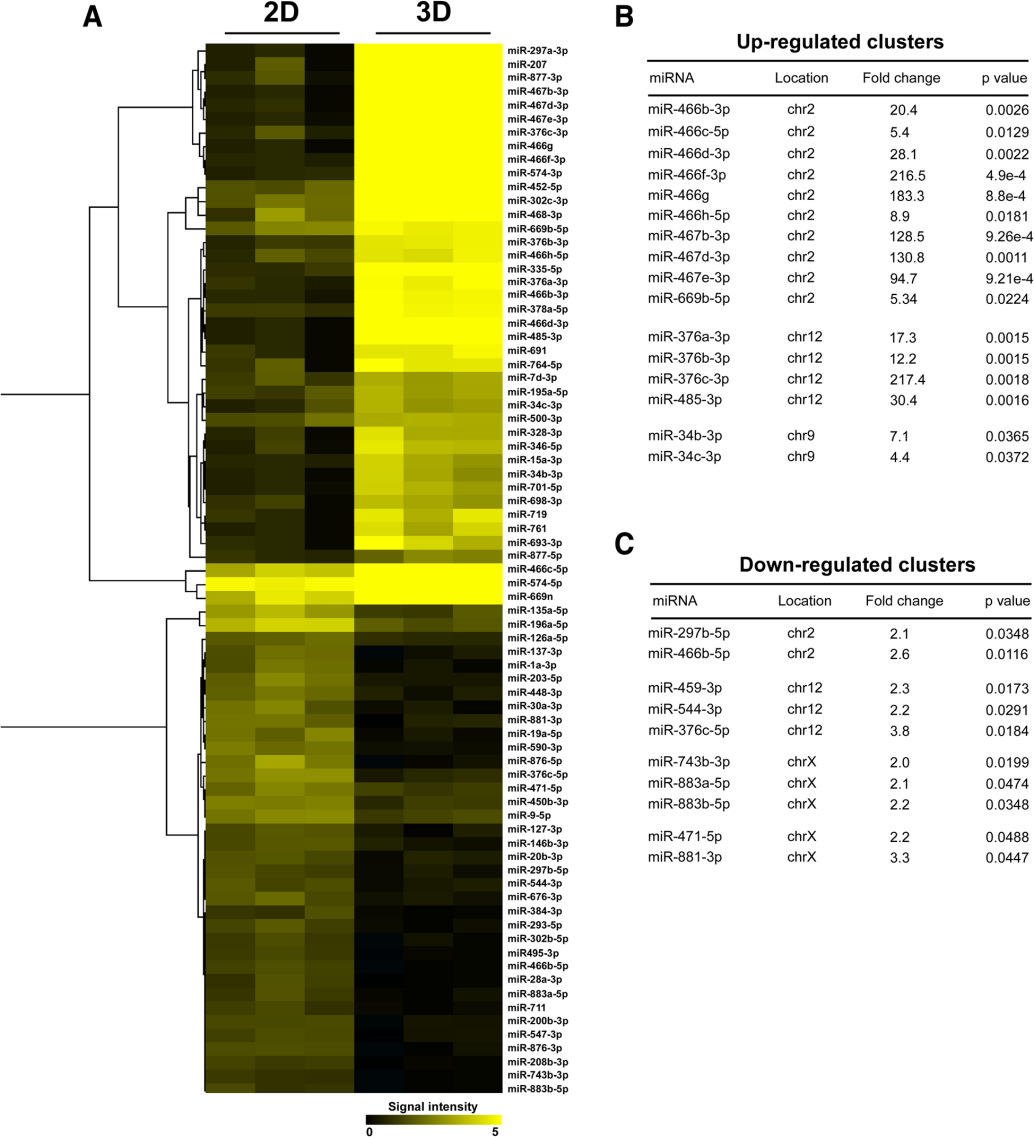
miRNAs regulated in LLC1 cells grown under 2D and lr-ECM 3D cell culture conditions. **a**) Hierarchical clustering depicting differently expressed miRNas (>2 fold change, *p* < 0.05) in LLC1 cells grown under 2D and 3D cell culture conditions. **b**) List of up-regulated miRNA clusters and **c**) down-regulated miRNA clusters in LLC cells grown under lr-ECM 3D cell culture conditions as compared to 2D

### RNA-miRNA regulatory network analysis

To better understand the biological processes which could be regulated by 77 miRNAs deregulated in LLC1 cells between 2D and 3D cell culture conditions, we indentified 8629 unique target genes potentially regulated by these miRNA using *in silico* miRNA target analysis (Additional file 6: Table S6). Next, miRNA pathway enrichment analysis indicated 69 KEGG categories significantly enriched in targeted genes revealing that pathways related to MAPK, cell adhesion and immune response were also among the most significantly altered functional categories (Additional file 7: Table S7). Furthermore, hierarchical clustering analysis of differently expressed miRNA-associated KEGG pathways also revealed that some miRNAs displayed a similar pathway regulation pattern (Additional file 8). For example, most up-regulated miRNAs of mir-466 ~ 467 ~ 669 cluster were functionally associated and miR-467b/miR-467d/miR-467e, miR-297a/miR-466d showed almost identical patterns. However, hierarchical clustering analysis didn’t indicate any clear correlations of pathway patterns of down-regulated miRNAs (Additional file 8).

Finally, we investigated correlations between differently expressed genes and miRNAs related to Metabolic pathways, MAP kinase, Cell adhesion and Immune response subsets which were the most significantly altered in ECM dependent manner to indicate any potential miRNA-mRNA connections in these processes (Table 3). 

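Table 3 pairs 17 gene symbols of the metabolic category with miRNAs. The miRNA arrays were not analysed here, so only the mRNA side is given. The spots labelled with 15 of these genes had a test, and all 15 were called in the direction of Table 3, with sizes of the log2 ratio from 0.66 (Agpat3) to 1.82 (Kynu). Dtymk and B3gat1 had the flag 3 on 2 arrays. Other probes of the same gene went the opposite way for Agpat3, Dgkb, Pigm, Dhrs9, Ocrl and Ppt1. With turned labels, 5 of the 16 genes with a value had the direction of Table 3, and B3galt6, which Table 3 lists as up-regulated, fell with a log2 ratio of -1.42 (SD 0.067, n = 3 arrays).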

Our results identified a negative correlation between differential expression of 17 miRNAs and 16 mRNAs from the metabolic pathway category. In the MAP kinase pathway a negative correlation was observed between differential expression of 11 miRNAs and 7 mRNAs. In addition, 14 mRNA targets associated with cell adhesion pathways reversely correlated with 18 miRNAs. 

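The spots labelled with all 7 genes of the MAP kinase subset of Table 3 were called in the listed direction. The up-regulated genes were Cacna1d, Ikbkg and Traf6, and Ikbkg had a log2 ratio of 0.96 ± 0.36 (SD, n = 2 arrays, adjusted p = 0.0167). Every other probe of Traf6 and 1 of 2 other probes of both Mknk1 and Pak2 went the opposite way. With turned labels, 4 of the 7 had the listed direction. Ikbkg was then called in the direction of Table 3, with a log2 ratio of 0.83, and Mknk1, listed as down-regulated, had one of 0.93.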

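Of the 14 cell adhesion genes in Table 3, the spots labelled with 12 changed in the listed direction and 11 were called. Tmsb4x, thymosin beta 4, is listed as down-regulated in Table 3 and as up-regulated in Table S4, and had a log2 ratio of 1.07 ± 0.29 (SD, n = 3 arrays, adjusted p = 0.00460). Arhgef4 also went against the list. Pak3 fell, but its fold change on the 2 arrays with a value stayed under 1.5. Rhoa, a small GTPase, fell by 0.86 on the log2 scale with the labels as written and by 0.91 with turned labels, where it was called as well, although its other probe rose under the labels as written. Other probes also went the opposite way for Gnas (5 of 6), Ssh1 (2 of 2), Vegfa (2 of 3), Flna (2 of 3), Col1a1 (1 of 2), Pak2 and Pak3 (1 of 2 each) and Pard3. With turned labels, 9 of the 13 genes with a value had the listed direction, 1 of them called. The Table S2 probe of Vegfa, listed as up-regulated, was then called down-regulated, with a log2 ratio of -0.60 ± 0.034 (SD, n = 3 arrays). The brightest Vegfa probe with turned labels had 0.17 ± 0.57 (SD, n = 3 arrays), so the direction of the gene stays open there. The Cy3 signal of Vegfa as written was under the level of the negative control features on all 3 arrays.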

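The spots labelled with Pard3, Eif2ak1, Oas3, Ppp2r1b, Ppp2r2b and Xcr1, the immune response genes of Table 3, were called in the direction that Table 3 gives. Oas3, an oligoadenylate synthetase, fell most, -1.28 ± 0.19 (SD, n = 3 arrays, adjusted p = 0.00226). The only other probe of Oas3, that of Xcr1, 2 of 3 of Eif2ak1, 1 of 2 of Ppp2r1b, all 3 of Ppp2r2b and all those of Pard3 went the opposite way. Table S4 lists Ppp2r2b as up-regulated under tight junction, and Table S2 holds probes of it in both directions. With turned labels, 3 of the 6 genes had the listed direction and 0 were called in it.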

Target analysis also revealed that 6 differentially expressed genes from the immune response category reversely correlated with 13 miRNAs.

**Table 3:** Target genes and miRNAs from Metabolic pathways, MAP kinase, Cell Adhesion and Immune Response category groups showing inverse correlation in LLC1 cells after 48 h growth between 2D and lr-ECM 3D cell culture conditions

Category	Up-regulated genes	Down-regulated miRNAs	Down-regulated genes	Up-regulated miRNAs
Metabolic pathways	**Agpat3↑** **Cyp4f18↑**	miR-19a-5p↓	B3gat1↓	**miR-669b-5p↑**
	**Akr1b7↑**	miR-137-3p↓	Dhrs9↓	**miR-297a-3p↑**; **miR-466b-3p↑**; **miR-466d-3p↑**
	**B3galt6↑** **Dtymk↑**	miR-495-3p↓	Kynu↓	**miR-672-5p↑**
	**Ctps↑**	miR-544-3p↓	Ocrl↓	**miR-466 g↑**
	**Dgkb↑**	miR-9-5p↓; miR-590-3p↓; miR-126-5p↓	Pla2g2c↓	**miR-468-3p↑**
	**Ext1↑**	miR-19a-5p↓; miR-590-3p↓; miR-9-5p↓; miR-135a-5p↓	Ppt1↓	**miR-346-5p↑**
	**Man2a1↑**	miR-135a-5p↓; miR-495-3p↓	Sc5d↓	**miR-669b-5p↑**
	**Pigm↑**	miR-9-5p↓; miR-495-3p↓; miR-590-3p↓		
MAPK kinase	**Cacna1d ↑**	miR-137-3p↓; miR-448-3p↓; miR-495-3p↓	Kras↓	**miR-761↑**
	**Ikbkg ↑**	miR-137-3p↓	Mknk1↓	**miR-195-5p↑**
	**Traf6↑**	miR-590-3p↓	Pak2↓	**miR-297a-3p↑**
			Sos2↓	**miR-34b-3p↑**; **miR-34c-3p↑**; **miR-466f-3p↑**; **miR-500-3p↑**
Cell adhesion	**Arhgef4↑**	miR-135a-5p↓; miR-448-3p↓; miR-200b-3p↓; miR-20b-3p↓	Tmsb4x↓	**miR-448↑**
	**Col1a1↑**	miR-135a-5p↓; miR-137↓; miR-590↓	Flna↓	**miR-328-3p**; **miR-761↑**
	**Itpr1↑**	miR-544-3p↓	Gnas↓	**miR-877-3p↑**
	**Pard3↑**	miR-495-3p↓	Htr2c↓	**miR-466d-3p↑**
	**Slc9a1↑**	miR-9-5p↓	Pak2↓	**miR-297a-3p↑**
	**Vegfa ↑**	miR-1a↓	Pak3↓	**miR-297a-3p↑**
			Rhoa↓	**miR-466f-3p↑**
			Ssh1↓	**miR-467b↑**
Immune resopnse	**Pard3↑**	miR-495-3p↓	Eif2ak1↓	**miR-500-3p↑**
			Oas3↓	**miR-297a-3p↑**; **miR-466b-3p↑**; **miR-466d-3p↑**; **miR-466f-3p↑**; **miR-466 g↑**; **miR-467d-3p↑**; **miR-467e-3p↑**
			Ppp2r1b↓	**miR-195-5p↑**; **miR-672-5p↑**
			Ppp2r2b↓	**miR-466 g↑**
			Xcr1↓	**miR-669b↑**

Up-regulated genes and miRNAs are shown in bold

### Microarray gene expression data validation

To validate differential expression of genes and miRNAs identified by microarrays, we selected 4 up-regulated genes and miRNAs for qRT-PCR analysis (Fig. 3a and b; black columns). The expression of selected *hnf4a* (Hepatocyte nuclear factor 4a), *ifb1* (Interferon beta-1), *klf8* (Kruppel-like factor 8) and *fgfr4* (Fibroblast growth factor receptor 4) genes was significantly up-regulated in LLC1 cells grown under lr-ECM 3D culture conditions compared to expression levels in cells cultured on plastic. All selected miRNAs, miR-207, miR-376c, miR-466f and miR-195a, also showed significant up-regulation by qPCR. Hence, qRT-PCR data confirmed gene and miRNA microarray data.

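The spot labelled Hnf4a (A_51_P198473) had Cy3 intensities of 6269, 10274 and 4331 and Cy5 intensities of 58983, 58159 and 42497 on the arrays of replicates 1, 2 and 3, and was left out on all of them by the flag. With every spot kept, its log2 ratio was 2.73 ± 0.20 (SD, n = 3 arrays, adjusted p = 5.93e-04). The spots labelled Ifnb1 (A_51_P144180) had 1.23 ± 0.30 (SD, n = 3 arrays, adjusted p = 0.00363), those labelled Klf8 (A_52_P206861) 0.99 ± 0.21 (SD, n = 3 arrays, adjusted p = 0.00386), and those labelled Fgfr4 (A_51_P408100) 0.80 ± 0.043 (SD, n = 3 arrays, adjusted p = 0.00331). These rises exceed the spread between arrays. The other probe of Klf8 and 1 of 2 other probes of Fgfr4 fell, and the brightest probe of Fgfr4 had 0.52, under the fold change of 1.5. When the labels are turned, these 4 positions carry the labels COX2, Cep55, Wtap and Atp5b. The genes' own log2 ratios were then 0.26 ± 0.19 for Hnf4a, -0.34 ± 0.043 for Ifnb1, 0.12 ± 0.30 for Klf8 and -0.16 ± 0.041 for Fgfr4, none of them with a fold change above 1.5, and the signal of Ifnb1 stayed under the level of the negative control features in both dyes on all 3 arrays, and that of Klf8 in Cy3 on all 3 and in Cy5 on 2 of 3. In the paper's qRT-PCR (Fig. 3a) all 4 genes were higher in 3D culture, which is the direction of the labels as written.

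**Figure D3:**
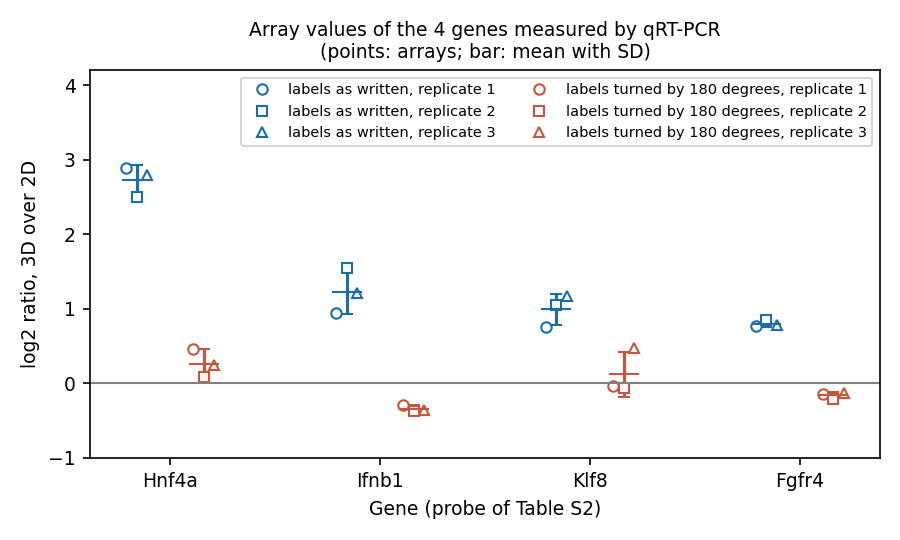
Log2 ratio of 3D over 2D (y axis) of the 4 genes (x axis) on each of 3 arrays (points), with the mean and SD (bars), for the labels as written and turned by 180 degrees. For Hnf4a as written, the spot was kept despite its flag. With the labels as written every point lies above 0, and with turned labels the means lie between -0.34 and 0.26.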

**Fig. 3:**
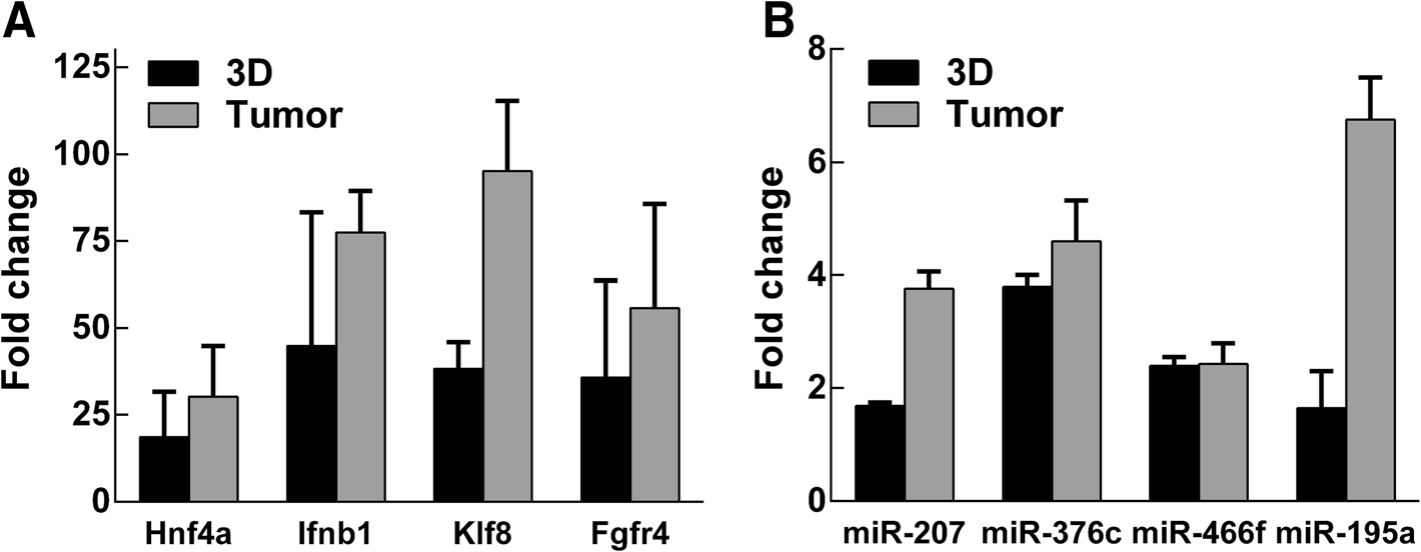
Validation of Microarray gene and miRNA expression data by qPCR. qPCR was performed as described in Methods. qPCR data analysis was based on 2^-ΔΔCt^ method and *gpdh* or sno135 were used as housekeeping genes for gene or miRNA qPCR data normalization, respectively. Graph showing fold changes of **a**) genes (*hnf4a, infb1, klf8* and *fgfr4*) or **b**) miRNAs (miR-207, miR-376c-3p, miR-466f-3p and miR-195a-5p) in LLC1 cells grown under lr-ECM 3D cell culture conditions or in mouse LLC1 tumors compared to expression levels in cells cultivated in 2D. Results show mean ± SD (*n* = 3)

Additionally, we also compared the expression of selected genes and miRNAs between 2D monolayer and LLC1 tumors (Fig. 3a and b; grey columns). qRT-PCR analysis clearly showed that all selected genes and miRNAs likewise observed in 3D cell culture conditions were also significantly up-regulated in vivo.

## Discussion

The present study revealed that distinct cellular morphology correlated with an altered gene and miRNA expression profile in mouse Lewis lung carcinoma LLC1 cells grown under lr-ECM 3D cell culture conditions as compared to 2D monolayer. Our results indicated that the ECM strongly affected the expression of particular genes associated with common biological pathways involved in cancer cell adaptation to 3D cell culture microenvironment and correlated with deregulated expression of miRNAs under these conditions. Furthermore, the present study also demonstrated that ECM-enriched cellular microenvironment induced a shift in gene and miRNA expression representative to expression levels *in vivo*. Hence, these results support the application of 3D cell culture to obtain more relevant results for the study of specific miRNAs involved in cell–ECM interaction and of ECM-mediated signaling networks in cancer.

Our findings demonstrated markedly altered gene expression signature of LLC1 cells grown under 2D and lr-ECM 3D cell culture conditions, as it was observed previously in other cell lines [17, 18]. In the present study differences in cell culture conditions resulted in 1884 differently expressed genes demonstrating the broad influence of ECM environment in gene expression regulation. In addition, we also found that the expression of selected *hnf4a*, *infb1*, *klf8* and *fgfr4* genes was significantly increased in LLC1 tumors likewise in LLC1 cells cultured under 3D cell culture conditions compared to gene expression levels in cells grown on plastic. Furthermore, we observed that metabolic, MAP kinase, cell adhesion and immune response functional pathway categories were most significantly altered in LLC1 cells between 2D and 3D culture conditions. The microarray data analysis identified differential expression of 73 genes related to metabolic pathways in LLC1 cells grown under lr-ECM 2D and 3D conditions. We found that the expression of genes involved in pyrimidine/purine, glycerophospholipid, unsaturated fatty acid, amino acid, monosaccharide and drug metabolism were markedly altered in an ECM dependent manner. This indicates that culturing LLC1 cells in 3D cell culture rearranges metabolic functions. In addition, changes in cellular metabolism are tightly connected to pH, nutrient and oxygen gradients leading to the formation of proliferation and hypoxia zones within the tumor microenvironment and 3D cell culture as well [19, 20]. However, genome-wide analyses of metabolic pathway rearrangement in cancer cells grown in an ECM 3D cell culture are limited. Our findings are supported by a previous report that indicated differential expression of genes involved in xenobiotic and lipid metabolism in HepG2 hepatoma cell spheroids suggesting that cells in a 3D culture could be more metabolically active compared to cells grown in monolayer [21]. In addition, Srisomsap et al. [22] revealed signatures of differentially expressed proteins associated with anaerobic glycolysis, mitochondrial and nucleotide metabolism in HepG2 cells grown in a collagen based 3D cell culture. Therefore, altogether these findings suggest that lr-ECM 3D cell culture significantly rearranges metabolic functions in LLC1 cells. Our findings are also in agreement with a previous report also indicating that cellular adaptation to a 3D culture environment significantly alters the expression of genes involved in ECM and cell adhesion [5, 23]. In addition, Luca et al. also observed significantly altered expression of genes involved in MAP kinase pathway [6]. Strikingly, the study also demonstrated altered EGFR protein levels and a switch between RAS-MAPK pathway activation between 2D and lr-ECM 3D environments implying that cellular behavior in different microenvironment could promote important mechanisms to acquire resistance during anticancer therapy. Hence, these findings suggest that the ECM strongly influences the expression of particular genes associated with common biological processes that are involved in cellular adaptation to 3D cell culture conditions. Therefore, results obtained in cells grown under 3D cell culture conditions might also be exploited for the development of targeted cancer therapy.

Furthermore, in our present data we also observed a strong modulation of inflammatory genes in LLC1 cells between 2D and 3D culture conditions. Our findings indicated an altered expression of 44 immune response related genes suggesting that ECM plays an important role in modulating tumor-immune system interactions. Surprisingly, interferon 1 beta (*infb1*) was the most significantly up-regulated inflammatory gene in LLC1 cells under 3D conditions. 

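By log2 ratio, Ifnb1 ranked 2 among the 16 up-regulated genes of the immune response list with a test, after Pard3 and before Ddx58 (1.14) and Ppp3cc (1.04). By the p of limma's moderated test it ranked 6. From the altered expression of the immune response genes, the paper proposes that the ECM has a part in tumor-immune system interactions.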

Interferons have been shown to promote anti-proliferative, anti-angiogenic and immunoregulatory effects on many tumor types [24, 25]. Nevertheless, we also observed increased *ifnb1* levels in mouse LLC1 tumors suggesting that the primary primal role of elevated basal *ifnb1* levels could be more associated with regulation of tumor immuno-surveillance, but not necessarily with tumor suppression. 

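The spots labelled Nfatc2 (A_51_P195843) had a log2 ratio of 0.71 ± 0.11 (SD, n = 3 arrays, adjusted p = 0.00522), and 1 of the 3 other Nfatc2 probes fell. The spots labelled Nfatc4 (A_52_P342159) had 0.74 ± 0.16 (SD, n = 3 arrays, adjusted p = 0.00597), at a Cy3 signal under the level of the negative control features on all 3 arrays. Without normalization within arrays the log2 ratio of Nfatc4 was 0.52, and with the median of spot pixels 0.54, both under the fold change of 1.5. With turned labels the log2 ratios were -0.042 ± 0.19 for Nfatc2 and 0.036 ± 0.079 for Nfatc4.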

Our results also indicated increased expression of NFAT family *nfatc2* and *nfatc4* genes in LLC1 cells grown under lr-ECM 3D culture conditions as compared to 2D. As NFAT transcription factor family was originally identified to mediate the response of immune cells, recent studies have demonstrated that NFATs also perform important roles in formation of tumor microenvironment. Activation of NFAT signaling in cancer cells results in inflammatory chemokine production eventually leading to recruitment of inflammatory cells to the tumor [26]. Interestingly, recent report suggested that NFAT2 constitutive activation in transgenic mice also linked the microenvironment and the neighboring cells, as both tumor cells expressing NFAT2 and neighboring wild-type cells up-regulated c-Myc and STAT3 in spontaneous skin and ovary tumors [27]. On the other hand, previous reports also associated NFAT signaling axis to *VEGF* driven tumor angiogenesis regulation indicating complex nature of NFAT in metastatic niche formation [28]. In addition, our results also depicted the differential expression of cytokine receptors (*il2ra, il12rb2, il21r* and *il22ra*), chemokine receptors (*ccr3, xrc1* and *cxcr7*) and tumor necrosis factor receptors (*tnfrsf1b, 9, 11a* and *25*) supporting further modulation of cross-talk between cancer and their microenvironment in ECM dependent manner, which cannot be established in 2D cultures. These observations suggest that the investigation of the role of inflammatory genes under 3D cell culture conditions could be very important to understanding the basal influence of genes involved in tumor microenvironment – immune system interactions in vivo. 

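The spots labelled with 10 of these 11 receptors were called, with adjusted p from 0.00245 to 0.0108 in limma's test. Il21r (log2 ratio 0.72 ± 0.14) and Tnfrsf9 (0.80 ± 0.072) rose. Il2ra, Il12rb2, Ccr3, Xcr1, Cxcr7, Tnfrsf1b, Tnfrsf11a and Tnfrsf25 fell, from -0.63 ± 0.19 for Il12rb2 to -1.23 ± 0.30 for Cxcr7, which the files name Ackr3 (SD, n = 3 arrays). Il22ra1 had a value on 2 arrays, 0.56 ± 0.21, under the fold change of 1.5, and 0.60 with every spot kept. The other probe of Xcr1, that of Tnfrsf11a, both of Tnfrsf9 and 1 of 3 of Il2ra went the opposite way. With median centring, Il2ra (-0.45), Il12rb2 (-0.37), Tnfrsf1b (-0.56) and Tnfrsf11a (-0.56) did not reach the fold change of 1.5, nor did Il12rb2 without normalization (-0.53) and without replicate 2 (-0.54), Il2ra with the median of spot pixels (-0.58) and Tnfrsf25 at its brightest probe (-0.16), while Il22ra1 did with median centring (0.72), with the median of spot pixels (0.63) and in the authors' table (0.63). At its brightest probe Il2ra rose (0.20). With turned labels, Cxcr7 alone was called, with a log2 ratio of -0.84 ± 0.23.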

Results obtained culturing cells under 3D cell conditions could be also strongly considered in preclinical targeted therapy research, since ECM environment could strongly influence the responsiveness of tumor cells to immunotherapy.

While it has been well observed that miRNAs regulate the expression of ECM molecules, emerging evidence shows that miRNA expression and function could be significantly affected by the ECM [29, 30]. Consistent with these observations, in the present study microarray data demonstrated a signature of significantly altered expression of 77 miRNAs in LLC1 cells grown under 2D and lr-ECM 3D cell culture conditions compared to cells cultured on plastic. Interestingly, our results showed that ECM strongly induced the up-regulation of miRNA in LLC1 cells grown under 3D culture conditions. This is in accordance with a previous report which suggested that global upregulation of miRNA expression may be linked with the changes in cellular density [31]. Furthermore, our results also indicated that the ECM induced upregulation of miR-466 ~ 467 ~ 669 (e.g. miR-466b,c,d), miR-376 (miR-376a, miR-376b, miR-376c), and miR-34 (miR-34b and miR-34c) clusters. The miR-466 ~ 467 ~ 669 cluster is known as one of the largest miRNA clusters in mouse genome containing 71 miRNAs. A previous report [32] suggested that members of this cluster are abundantly expressed during mouse embryo development and might regulate growth and survival of embryonic stem cells. On the other hand, it has been shown that miR-376 cluster miRNAs are associated with tumorigenesis. For example, elevated expression of miR-376a promoted tumor cell migration and invasion and also positively correlated with advanced tumor metastasis and shorter patient survival [33, 34]. In addition, overexpression of miR-376c increased ovarian cancer cell survival and was associated with poor response to chemotherapy [35]. Moreover, elevated levels of miR-376c were shown in plasma of early stage breast cancer patients [36]. By contrast, miR-34 cluster encodes miRNAs possessing tumor suppressive properties mediating apoptosis, cell cycle arrest and senescence [37]. Our miRNA microarray data were consistent with previous reports indicating that human cancer cells cultured on ECM 3D cell culture conditions have also exhibited a significantly altered miRNA expression profile compared to cells cultured on plastic [38–40]. ECM 3D cell culture associated miRNA profiles demonstrated altered expression of tumor suppressive and oncogenic miRNAs and also correlated with distinct cellular morphogenesis under 3D culture conditions highlighting the regulation of miRNA expression in the ECM dependent manner. Additionally, we also showed that the expression of selected miR-195a, miR-207, miR-376c and miR-466f miRNAs was also significantly increased in mouse LLC1 tumors as compared to miRNA expression levels in 2D indicating the potential role of these miRNAs in tumor progression in vivo. Altogether, these findings suggest that the 3D cell culture should be considered as a critical experimental approach for essential understanding of the miRNA biology associated with tumor microenvironment. Indeed, the gene expression signature of 3D culture of breast cancer cells has been found to define prognostic value for patients with breast cancer [41]. Understanding how ECM regulates miRNA expression will also further elucidate how miRNAs determine tumor development and reveal potential prognostic and therapeutic opportunities.

Further on we also investigated potential relations between 77 differently expressed miRNAs and their target genes to depict possible miRNA-mRNA interactions in LLC1 cells regulated by ECM microenvironment under 3D cell culture conditions. We found that 8629 unique target genes could be regulated by these differently expressed miRNAs. Pathway enrichment analysis also revealed that 69 KEGG pathways were enriched in target genes related to these miRNAs including pathways involved in tumor development. However, as it is known that miRNA targets multiple mRNAs, the ability to find the key pathways by computational approaches is highly dependent on size of miRNA profile. In addition, the statistical target analysis approach could be successful if the miRNA of interest has an effect on the abundance of expressed target gene, but not if expression of target gene is regulated only by translational inhibition. Hence, we focused on negative correlation analysis between differently expressed miRNA and genes associated with metabolic, MAPK, cell adhesion and immune response pathways in LLC1 cells grown under 2D and 3D cell culture conditions. Indeed, we found that differently expressed genes associated to these pathways could be potentially regulated by miRNAs differently expressed in LLC1 cells.

In the present study the miRNA target filter analysis identified miRNAs showing inverse correlations with metabolic genes indicating the role of miRNA in metabolic pathway regulation. For instance, the down-regulation of miR-9, miR-19a, miR-135a, miR-495 and miR-590 negatively correlated with the up-regulation of genes involved in polysaccharide synthesis including alpha-mannosidase *man2a1*, glycosyltransferase *ext1* and beta-1,3-galactosyltransferase *B3galt6*. We also found that the down-regulation of genes involved lipid metabolism including *pla2g2c*, *dhrs9*, *ppt1* and *sc5d* inversely correlated with the up-regulation of miR-297a, miR-346, miR-466b, miR-466d, miR-468 and miR-669b. In addition, our results also revealed that the differential expression of diacylglycerol kinase *dgkb* and inositol polyphosphate 5-phosphatase *ocrl* regulating lipid signaling and membrane trafficking inversely correlated with the expression of miR-9, miR-126, miR-590 and miR-466 g, respectively. These findings are supported by recent studies demonstrating important roles of miRNAs in metabolic rearrangement occurring in cancer cells [42, 43]. Furhtermore, our results indicated that the expression of *kras*, *mknk1* and *pak2* kinases involved in the MAP kinase pathway negatively correlated with the expression of miR-761, mir-195 and miR-297a, respectively. The target correlation analysis also depicted miR-34b, miR-34c, miR-466f and miR-500 miRNAs as potential negative regulators of *sos2* gene expression. However, the evidence implicating miRNAs role in MAP kinase pathway is still emerging. Previous report suggested that miR-34c may suppress proliferation of lung cancer cells by inhibition of MAPK pathway [44]. In addition, previous data also associated regulation of miRNAs with MAP kinases in pancreatic cancer cells showing that expression of miR-34a inversely correlated with MAPK pathway activity [45]. Ichimura et al. also demonstrated that miR-34a suppressed the expression of MEK1 leading to repression of the MEK-ERK signalling axis [46]. In the present study we also observed a significant link between deregulated expression of miRNA and cell adhesion molecules. For example, our results indicated a negative correlation between expression of *col1a1* and miR-135a, miR-137 and miR-590. In addition, decreased *flna* expression might be influenced by miR-328 and miR-761. These findings are consistent with a previous report indicating the presence of feedback mechanisms that promote ECM molecules, which are downstream targets of specific miRNA, to regulate expression of these miRNAs [40]. A similar target enrichment analysis also revealed that increased expression of miRNAs might be connected with the regulation of immune response pathway genes. For example, our results depicted a negative correlation between expression of chemokine receptor *xcr1* and miR-669b. Additionally, we also noted that decreased expression of *oas3* might be affected by numerous miRNAs. Thus, taken together these findings suggest that metabolic, MAP kinase, cell adhesion and immune response pathway genes might be regulated by miRNAs altered in ECM dependent manner. Therefore, the 3D cell culture model could be applied not only for further investigation of common cancer pathways altered in ECM dependent manner but also for the study of specific miRNAs involved in ECM-mediated cancer signaling networks. Further understanding of complex ECM dependent signaling networks in tumors could direct to novel cancer treatment strategies.

## Conclusions

In conclusion, our study identified significant changes in gene and miRNA expression that occurred in mouse Lewis lung carcinoma LLC1 cells during the shift to lr-ECM 3D cell culture conditions. Our findings suggest that 3D cell culture should be considered as a critical experimental approach to uncover the molecular regulation of genes and miRNA involved in tumor cell - tumor microenvironment interactions in vivo. Furthermore, results obtained under 3D cell culture conditions could also be strongly considered in preclinical targeted therapy development and hold the prognostic and therapeutic potential.

## Additional files

Additional file 1: Table S1. List of primer sequences. (PDF 68 kb)
Additional file 2: Table S2. Differentially expressed genes (fold change above 1.5; *P* < 0.05) in LLC1 cells grown under lr-ECM 3D versus 2D cell culture conditions. (XLS 2578 kb)

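Each fold change in Table S2 is the mean of a probe's 3 log2 ratios in the authors' table, on the linear scale: for 1883 of 1883 gene probes the difference was under 1e-06 on the log2 scale. The corrected p of the smallest p-value is that p multiplied by 3588. In the authors' table 3599 probes have a fold change above 1.5. The methods' t-test on these ratios with Benjamini-Hochberg adjustment over only those probes called 1895, of which 1875 are in Table S2. Across probes, the authors' ratios had correlations of 0.802, 0.838 and 0.843 with the raw ratios of replicates 1, 2 and 3 under the labels of the files, and of 0.00352, -0.0300 and 0.00123 under the turned labels. The spots of Acta2 under the turned labels lie under 10 gene names that Table S2 lists as down-regulated. The 9 of these names that are printed once have the 9 largest falls of Table S2, from 9.83-fold to 11.6-fold in the paper's values.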

Additional file 3: Table S3. List of all KEGG Pathways enriched in differently expressed genes in LLC1 cells under lr-ECM 3D versus 2D cell culture conditions. (XLS 28 kb)
Additional file 4: Table S4. Full list of differentially expressed genes cells associated to metabolic pathways, MAP kinase, cell adhesion and immune response functional categories in LLC cells cultured in lr-ECM 3D versus 2D. (DOC 58 kb)
Additional file 5: TAble S5. Differentially expressed miRNA (fold change above 2; *P* < 0.05) in LLC1 cells grown under lr-ECM 3D versus 2D cell culture conditions. (XLS 45 kb)
Additional file 6: Table S6. Target analysis of differently expressed miRNAs in LLC1 cells under lr-ECM 3D versus 2D cell culture conditions. (XLS 1257 kb)
Additional file 7: Table S7. List of all KEGG Pathways enriched in differently expressed miRNAs in LLC1 cells grown under lr-ECM 3D versus 2D cell culture conditions. (XLS 32 kb)
Additional file 8: Hierarchical clustering analysis of upregulated (A) and downregulated (B) miRNA associated KEGG pathways. (PDF 508 kb)

## Abbreviations

2D: Two-dimensional
3D: Three-dimensional
ECM: Extracellular matrix
lr: Laminin rich
MAPK: Mitogen activated protein kinase

# Supplementary material for: Gene and miRNA expression signature of Lewis lung carcinoma LLC1 cells in extracellular matrix enriched microenvironment
**Source:** BMC Cancer. 2016 Oct 11;16:789. doi: 10.1186/s12885-016-2825-9
**Supplement:** Additional file 1: Table S1. — List of primer sequences.

**Additional file 1.** List of primer sequences.

List of primer sequences used for gene qPCR

| Gene  | Forward sequence       | Reverse sequence         |
|-------|------------------------|--------------------------|
| Hnf4a | CACGCGGAGGTCAAGCTAC    | CCCAGAGATGGGAGAGGTGAT    |
| Ifnb1 | CCGAGCAGAGATCTTCAGGAA  | CCTGCAACCACCACTCATTCT    |
| Klf8  | TCAGAAAGTGGTTCGATGCAG  | AACAGAGCTGGGTTCCTCATT    |
| Fgfr4 | GCTCGGAGGTAGAGGTCTTGT  | CCACGCTGACTGGTAGGAA      |
| Hprt1 | CCTAAGATGAGCGCAAGTTGAA | CCACAGGACTAGAACACCTGCTAA |

List of primer sequences used for miRNA cDNA synthesis

| miRNAs      | Stem-loop sequence                                 |
|-------------|----------------------------------------------------|
| Mir-207     | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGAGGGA |
| miR-376c-3p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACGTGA |
| miR-466f-3p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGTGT |
| miR-195a-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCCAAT |
| Sno135      | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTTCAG |

List of primer sequences used for miRNA qPCR

| miRNAs      | Forward sequence      | Reverse sequence   |
|-------------|-----------------------|--------------------|
| Mir-207     | CGGCTTCTCCTGGCTCTCC   | CAGTGCAGGGTCCGAGGT |
| miR-376c-3p | CGGCGAACATAGAGGAAATT  | CAGTGCAGGGTCCGAGGT |
| miR-466f-3p | GGCGCATACACACACACAT   | CAGTGCAGGGTCCGAGGT |
| miR-195a-5p | GGCGTAGGTAGTTTCATGTT  | CAGTGCAGGGTCCGAGGT |
| Sno135      | CGGTGGTGAGCCTATGGTTTT | CAGTGCAGGGTCCGAGGT |

# Supplementary material for: Gene and miRNA expression signature of Lewis lung carcinoma LLC1 cells in extracellular matrix enriched microenvironment
**Source:** BMC Cancer. 2016 Oct 11;16:789. doi: 10.1186/s12885-016-2825-9
**Supplement:** Additional file 4: Table S4. — Full list of differentially expressed genes cells associated to metabolic pathways, MAP kinase, cell adhesion and immune response functional categories in LLC cells cultured in lr-ECM 3D versus 2D.

**Supplementary table 4.** Full list of differentially expressed genes cells associated to metabolic pathways, MAP kinase, cell adhesion and immune response functional categories in LLC cells cultured in lr-ECM 3D versus 2D.

| **Category** | **ALL** | | |  | **Up-regulated** | | | | **Down-regulated** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Genes | p value |  | Genes | | p value |  | Genes | | p value |
| **Metabolic pathways** | 73 | Ggt1, Cyp2j11, Ido2, Lclat1, Dtymk, Pcyt1b, Pmvk, Pfkm, Pfkp, Cds1, Adssl1, Ckmt2, B4galt2, Kynu, Pigx, Pla2g2c, Aco2, Ppt1, Cda, Atp6v0c, Otc, Akr1b7, Gcnt2,  Gfpt1, Tdo2, Dgkb, Fut1, B3galt6,  Sphk1, Dhrs9, Nt5c, Mthfr, Man2a1  Ext1, Mat2b, Aldh1a2, St8sia5, Aanat, Aox1, Nat3, Ctps, Sc5d, B3gnt5, B3gat1, Itpa, Pigm, Lta4h,  Polr3g, Sdha, P4ha1, Pla2g3, Dgkq,  Polr3k, Paics, Xdh, Cad, Hpd, Cbr2,  Agpat3, Pole, Atp6v0e, Acsl5, Ocrl  Cyp4f18, Alg5, Pla2g12a, Tkt, Hyal6, Polr2j, Hsd17b3, Hadha,  Papss1, Ggt7 | 2.83e-13 |  | 30 | Nt5c, Ggt1,  Cyp2j11, Dgkq, Man2a1, Mat2b, Pla2g3, Ext1, Atp6v0c, Dtymk, Cad, Xdh, Pfkm, Hpd, Akr1b7,  Pfkp, Aox1, Agpat3, Ctps,  Cds1, Dgkb,  Adssl1, Cyp4f18,  Pla2g12a, B4galt2, Tkt, Polr2j, Hsd17b3,  B3galt6, Pigm | 7.55e-06 |  | 43 | Ido2, Mthfr,  Lclat1, ldh1a2,  Pcyt1b, Pmvk,  St8sia5, Aanat,  Nat3, Sc5d,  B3gnt5, Ckmt2,  B3gat1, Itpa,  Kynu, Pigx,  Pla2g2c, olr3g,  Lta4h, Aco2,  Sdha, P4ha1,  Ppt1, Cda, Polr3k, Paics, Otc, Gcnt2,  Cbr2, Tdo2, Gfpt1, tp6v0e,  Pole, Acsl5,  Ocrl, Fut1, Alg5, Hyal6, Hadha, Sphk1, Dhrs9, Papss1, Ggt7 | 2.02e-08 |
| **MAPK signaling pathway** | 25 | Elk4, Fgfr4, Cacng5, Pla2g3, Ppp3cc, Fgf20, Nfatc4, Ecsit, Cacna1d, Kras, Mapk8ip3, Rasgrp4, Pak2, Gng12, Flnc, Stmn1, Map3k14, Traf6, Sos2, Mknk1, Flna, Fgfr3, Pla2g12a, Pla2g2c, Ikbkg | 6.23e-08 |  | 11 | Elk4, Fgfr4, Pla2g3, Traf6, Ppp3cc, Pla2g12a, Cacna1d, Nfatc4, Mapk8ip3, Ikbkg, Gng12 | 0.0010 |  | 14 | Cacng5, Flnc, Stmn1, Map3k14, Mknk1, Sos2, Fgf20, Flna, Fgfr3, Ecsit, Kras, Rasgrp4, Pla2g2c, Pak2 | 0.0002 |
| **Regulation of actin cytoskeleton** | 20 | Fgfr4, Diap3, Fgf20, Pik3r2, Pak3, Kras, Itgb7, Pak2, Ppp1cb, Gng12, Myh10, Slc9a1, Sos2, Arhgef4, Ssh1, Fgfr3, Tmsb4x, RhoaItgal  Ssh3 | 1.35e-06 |  | 6 | Myh10, Tmsb4x, Fgfr4, Slc9a1, Arhgef4, Gng12 | 0.0404 |  | 14 | Diap3, Sos2, Fgf20, Ssh1, Fgfr3, Pik3r2, Pak3, Kras, Rhoa, Itgal, Itgb7, Pak2, Ssh3, Ppp1cb | 3.76e-05 |
| **Focal adhesion** | 17 | Lamb3, Vasp, Pdpk1, Pik3r2, Pak3, Vegfa, Itgb7, Pak2, Ppp1cb, Chad, Flnc, Sos2, Flna, Col3a1, Rhoa, Col1a1, Cav3 | 3.33e-05 |  | 7 | Lamb3, Pdpk1, Vegfa, Col1a1, Chad, Cav3, Col3a1 | 0.0148 |  | 10 | Vasp, Flnc, Sos2, Flna, Pik3r2, Pak3, Rhoa, Itgb7, Pak2, Ppp1cb | 0.0018 |
| **Cell adhesion molecules (CAMs)** | 10 | Cldn16, 4930412D23Rik, Cdh4, H2-Bl, Cadm1, Nrcam, Itgal, Itgb7, Cd8a, Cntn2 | 0.0062 |  | 5 | Cadm1, Cldn16, Nrcam, Cdh4, Cntn2 | 0.0368 |  | 5 | 4930412D23Rik, Itgal, Itgb7, Cd8a, H2-Bl | NS |
| **Gap junction** | 7 | Grm1, Tubb2a, Gnas, Kras, Htr2c, Sos2, Itpr1 | 0.0103 |  | 2 | Tubb2a, Itpr1 | NS |  | 5 | Grm1, Gnas, Kras, Htr2c, Sos2 | 0.0174 |
| **Tight junction** | 9 | Ppp2r1b, Myh10, Cldn16, 4930412D23Rik, Pard3, Ppp2r2b, Kras, Rhoa, Inadl | 0.0103 |  | 5 | Cldn16, Inadl, Myh10, Pard3, Ppp2r2b | NS |  | 4 | 4930412D23Rik, Kras, Rhoa, Ppp2r1b | NS |
| **ECM-receptor interaction** | 6 | Lamb3, Itgb7, Col1a1, Chad, Col3a1, Agrn | 0.0237 |  | 4 | Lamb3, Col1a1, Chad, Col3a1 | 0.0257 |  | 2 | Itgb7, Agrn | NS |
| **Cytokine-cytokine receptor interaction** | 18 | Ltb, Xcr1, Il12rb2, Tnfrsf11a, Cxcr7, Ifnb1, Acvr2a, Vegfa, Tnfrsf1b, Epo, Tnfrsf9, Il22ra1, Il21r, Tnfrsf25, Ccr3, Bmpr1a, Cntfr, Il2ra | 0.0001 |  | 6 | Ifnb1, Il21r, Il22ra1, Ltb, Tnfrsf9, Vegfa | NS |  | 12 | Tnfrsf25, Ccr3, Xcr1, Bmpr1a, Tnfrsf11a, Il12rb2, Cxcr7, Cntfr, Acvr2a, Il2ra, Tnfrsf1b, Epo | 0.0011 |
| **T cell receptor signaling pathway** | 11 | Map3k14, Sos2, Ppp3cc, Pik3r2, Pak3, Nfatc4, Kras, Rhoa, Ikbkg, Cd8a, Pak2 | 0.0003 |  | 3 | Ikbkg, Nfatc4,  Ppp3cc | NS |  | 8 | Map3k14, Sos2, Pik3r2, Pak3, Kras, Rhoa, Cd8a, Pak2 | 0.0011 |
| **VEGF signaling pathway** | 9 | Nfatc4, Pla2g3, Kras, Vegfa, Sphk1, Pla2g2c, Ppp3cc, Pla2g12a, Pik3r2 | 0.0004 |  | 5 | Nfatc4, Pla2g3, Vegfa, Ppp3cc, Pla2g12a | 0.0062 |  | 4 | Kras, Sphk1, Pla2g2c, Pik3r2 | NS |
| **Cytosolic DNA-sensing pathway** | 7 | Polr3k, Tbk1, Ifnb1, Ddx58, Irf3, Ikbkg, Polr3g | 0.0013 |  | 4 | Tbk1, Ifnb1, Ddx58, Ikbkg | 0.0111 |  | 3 | Polr3k, Irf3, Polr3g | NS |
| **B cell receptor signaling pathway** | 7 | Nfatc4, Lilrb3, Kras, Sos2, Ppp3cc, Ikbkg, Pik3r2 | 0.0058 |  | 3 | Nfatc4, Ppp3cc, Ikbkg | NS |  | 4 | Lilrb3, Kras, Sos2, Pik3r2 | NS |
| **RIG-I-like receptor signaling pathway** | 6 | Tbk1, Ifnb1, Ddx58, Irf3, Traf6, Ikbkg | 0.0121 |  | 5 | Tbk1, Ifnb1, Ddx58, Traf6, Ikbkg | 0.0045 |  | 1 | Irf3 | NS |
| **Natural killer cell mediated cytotoxicity** | 8 | Klra7, Sos2, Ppp3cc, Pik3r2, Nfatc4, Ifnb1, Kras, Itgal | 0.0153 |  | 3 | Ppp3cc, Nfatc4, Ifnb1 | NS |  | 5 | Kras, Klra7, Itgal, Sos2, Pik3r2 | 0.0435 |
| **Jak-STAT signaling pathway** | 9 | Cntfr, Ifnb1, Il2ra, Sos2, Epo, Il12rb2, Il21r, Pik3r2, Il22ra1 | 0.0159 |  | 3 | Ifnb1, Il21r, Il22ra1 | NS |  | 6 | Cntfr, Il2ra, Sos2, Epo, Il12rb2, Pik3r2 | 0.0336 |
| **Fc epsilon RI signaling pathway** | 6 | Pla2g3, Kras, Pla2g2c, Sos2, Pla2g12a, Pik3r2 | 0.0186 |  | 2 | Pla2g3, Pla2g12a | NS |  | 4 | Kras Pla2g2c, Sos2, Pik3r2 | NS |
| **Chemokine signaling pathway** | 9 | Ccr3, Xcr1, Sos2, Pik3r2, Pard3, Kras, Rhoa, Ikbkg, Gng12 | 0.0362 |  | 3 | Gng12, Ikbkg,  Pard3 | NS |  | 6 | Ccr3, Kras, Pik3r2, Rhoa,  Sos2, Xcr1 | NS |
| **Toll-like receptor signaling pathway** | 5 | Tbk1, Ifnb1, Ifnb1, Traf6, Ikbkg, Pik3r2 | 0.0401 |  | 4 | Tbk1, Ifnb1, Traf6, Ikbkg | NS |  | 1 | Pik3r2 | NS |

# Supplementary material for: Gene and miRNA expression signature of Lewis lung carcinoma LLC1 cells in extracellular matrix enriched microenvironment
**Source:** BMC Cancer. 2016 Oct 11;16:789. doi: 10.1186/s12885-016-2825-9

**Additional file 8.** Hierarchical clustering analysis of upregulated (A) and downregulated (B) miRNA associated KEGG pathways.

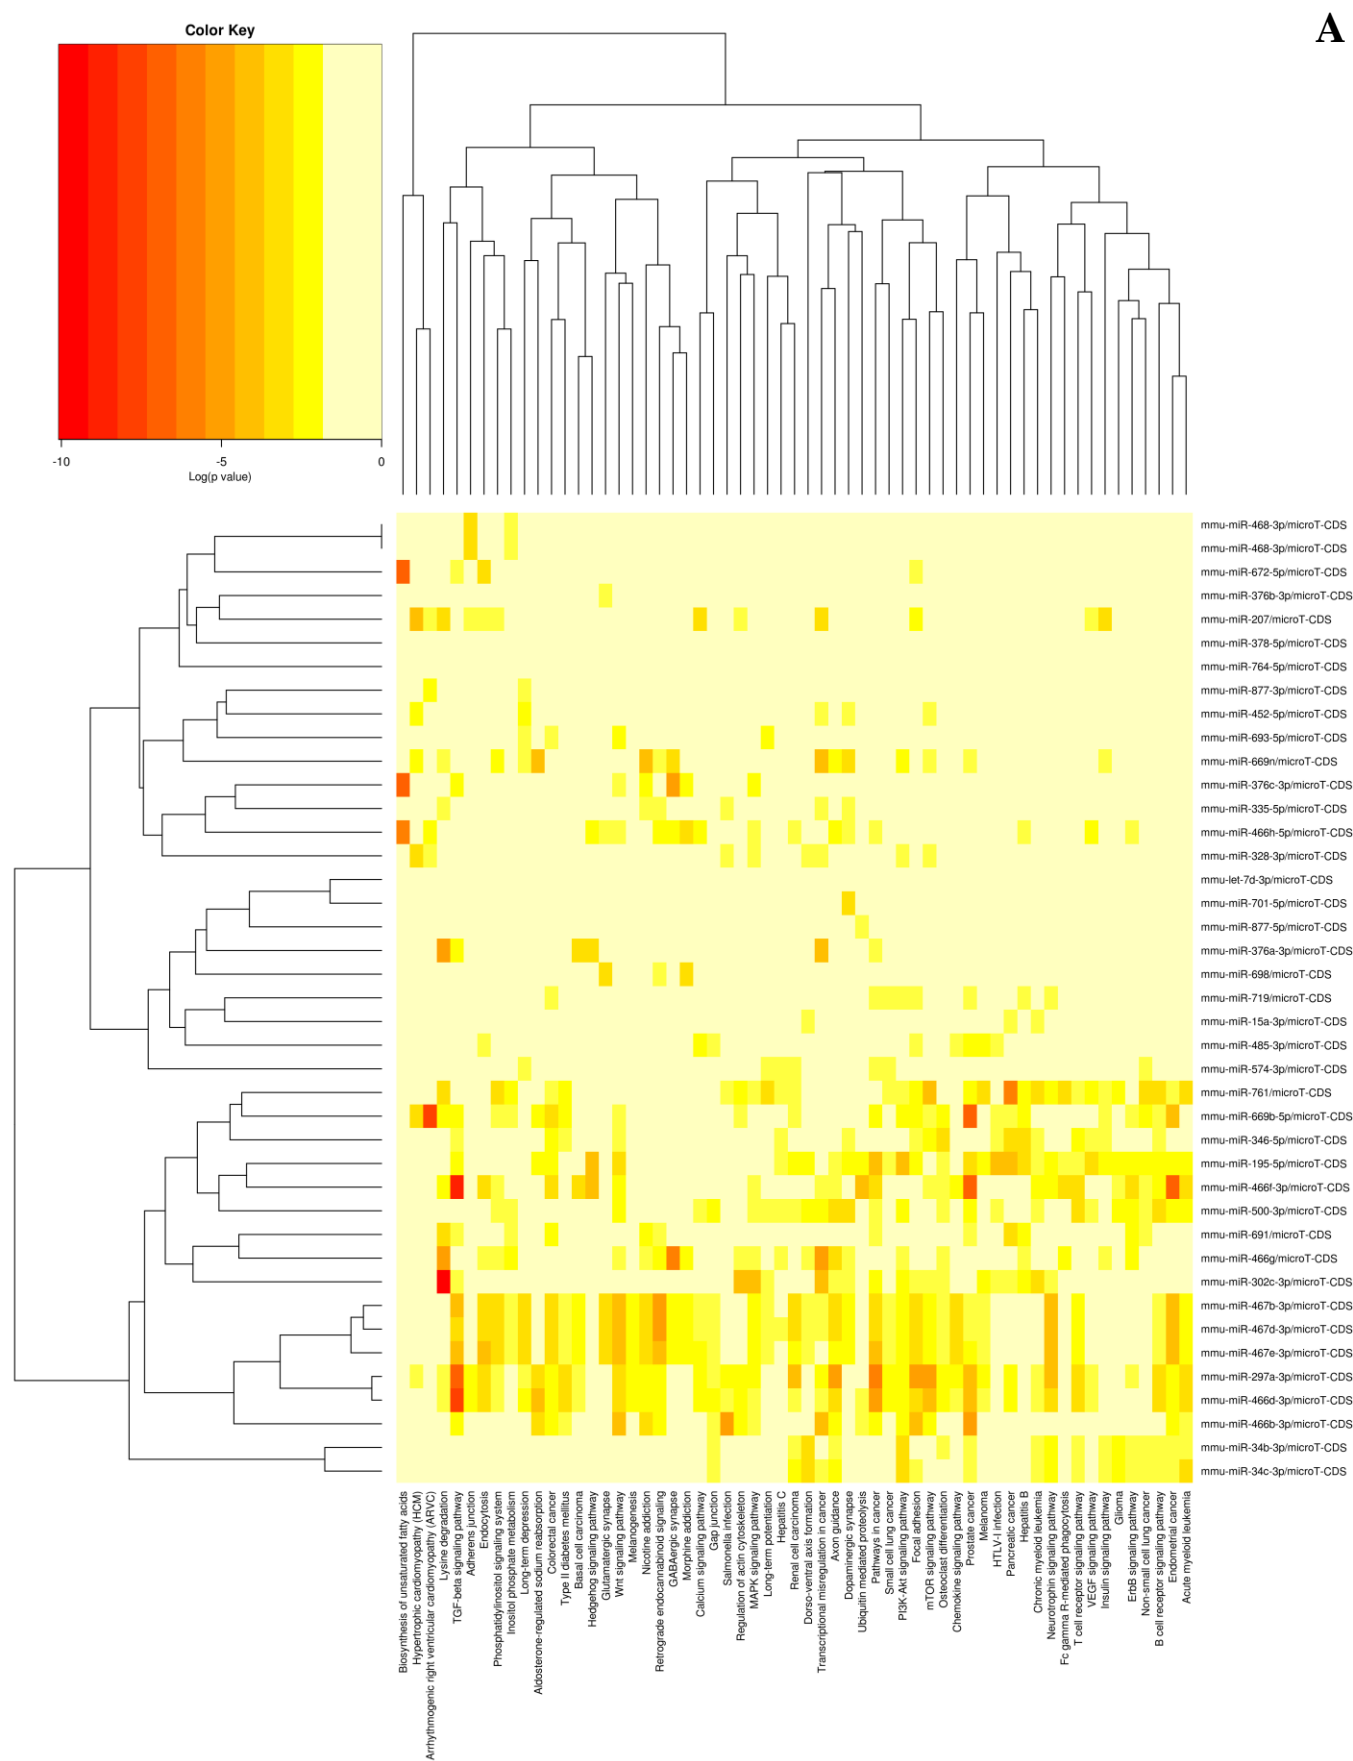

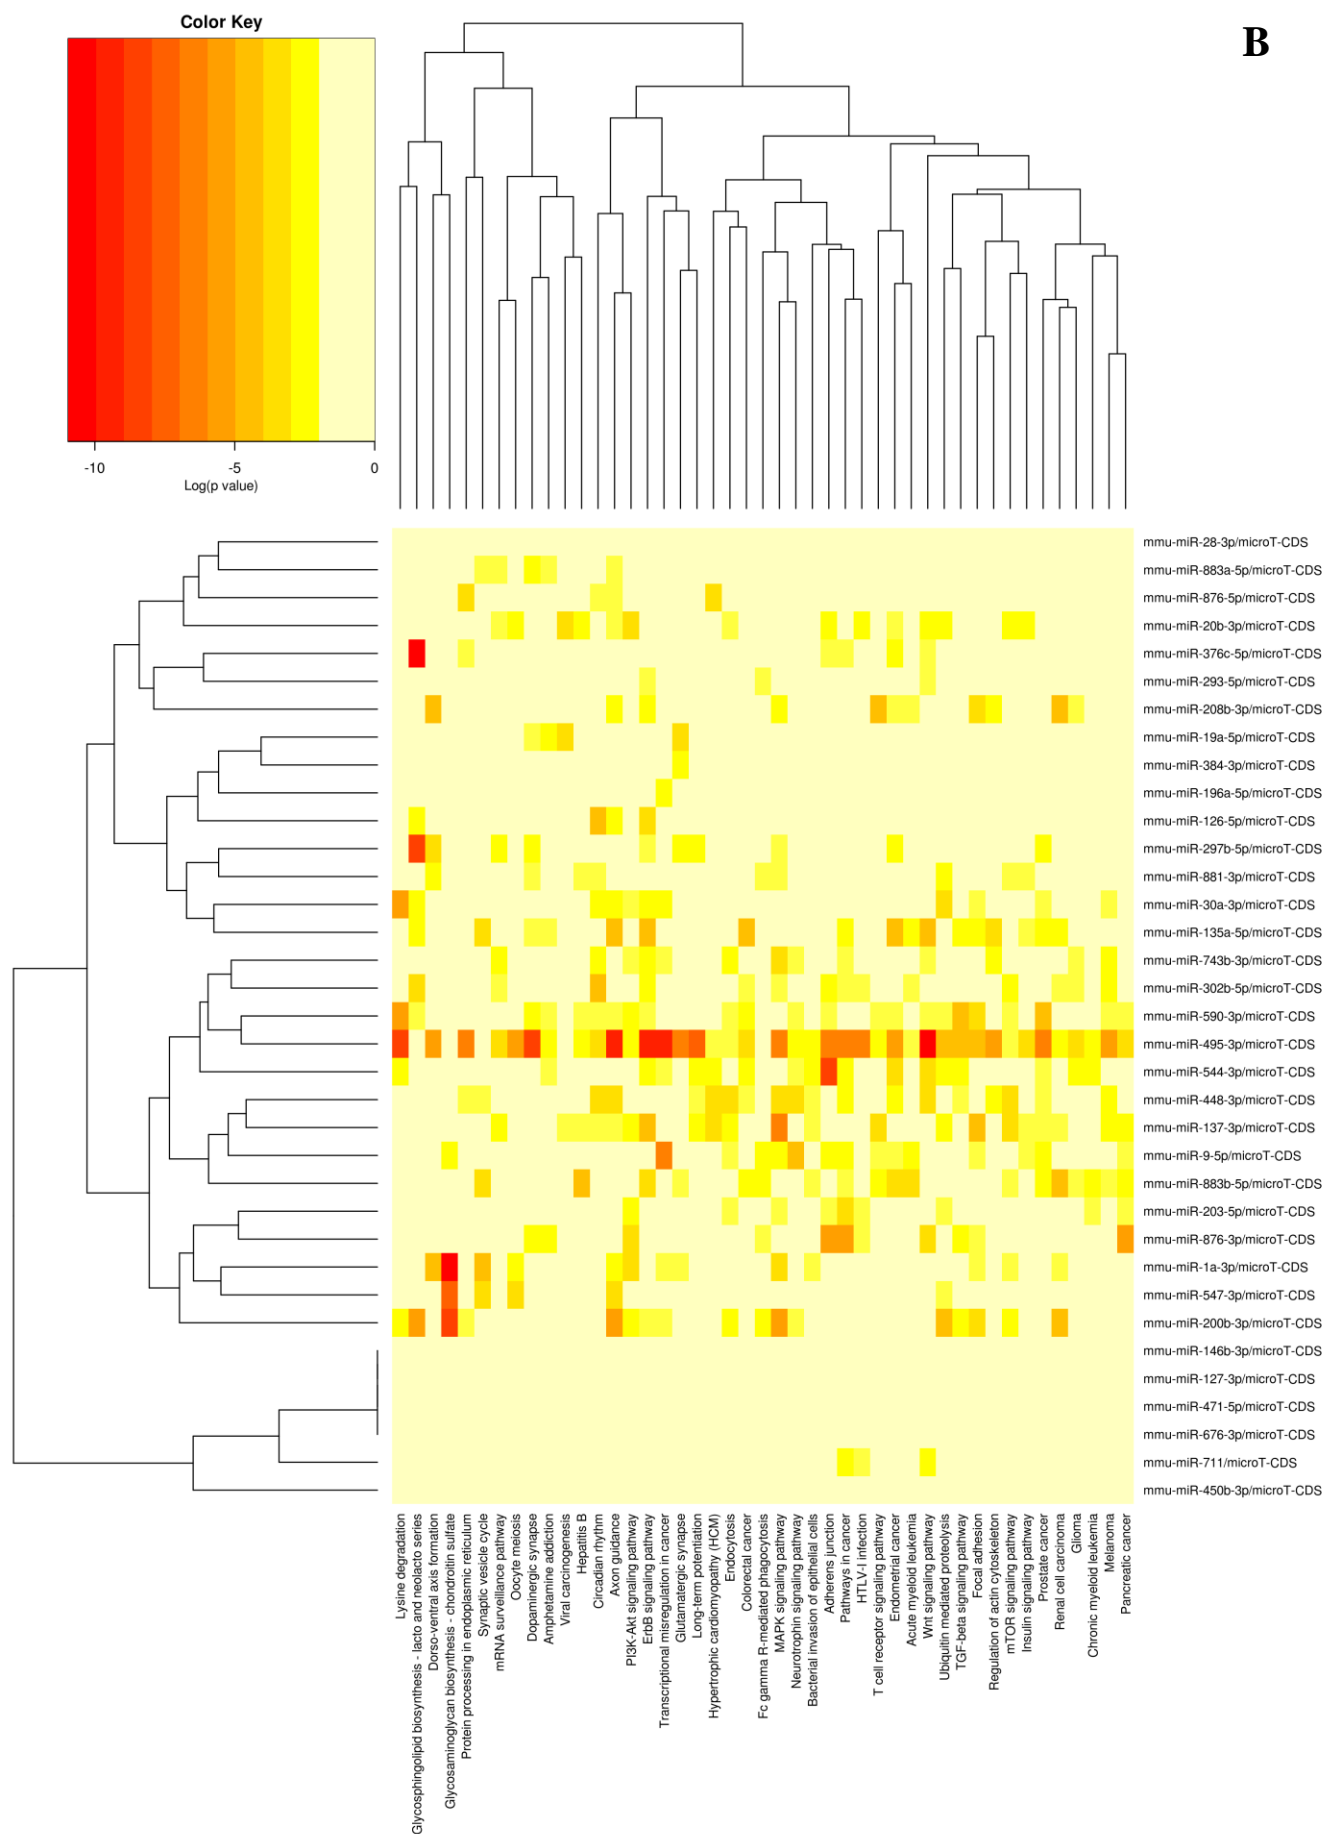

**Supplement:** Additional file 8: — Hierarchical clustering analysis of upregulated (A) and downregulated (B) miRNA associated KEGG pathways.

How the deposited data were processed for this re-analysis (not part of the article)

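Gene expression was measured in LLC1 cells grown for 48 h in 2D or lr-ECM 3D culture on 3 two-colour Agilent mouse arrays, each with a 2D culture in Cy3 and a 3D culture in Cy5. The 3 arrays carry the replicate numbers 1, 2 and 3 of the sample titles and form the only comparison, 3D against 2D. The authors scanned the arrays and quantified them with ImaGene 9.0, and deposited the mean and median intensity of every spot in both dyes on the linear scale, without background subtraction or normalization. The deposited table of log2 ratios per probe was made by the authors with Loess normalization in GeneSpring GX, and its background step is not stated in the paper's text. These values are written with decimal commas in the spot files, which were read as decimal points.

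The file of replicate 1 ends with 266 spots of another array, the first line of spots of replicate 2, and these were left out. Each array has 170 by 266 spots. Of the 41174 gene probes, 35368 have a gene name in the files, and names were taken from there. Spots with the flag 3 were left out, since their median Cy3 intensity was 12996, 11828 and 10330 on the 3 arrays and the flag was read as poor quality. Spots with the flag 2 had median intensities of 26.8, 30.7 and 141, were read as empty and were kept. The meaning of the flags was taken from these values.

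Foreground means were corrected with limma's normexp method (offset 50), normalized by loess within each array with control features and left out spots at weight 0, and averaged over the spots of each probe on the log2 scale. There was no normalization between arrays and no filter on dim probes. Each probe's log2 ratios were tested against 0 with limma's lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over all probes with a value on at least 2 arrays. A probe was called at a fold change above 1.5 and a p under 0.05, adjusted or unadjusted as stated. With 3 arrays an exact sign test cannot give a p below 0.25, so all p-values rest on limma's model, which pools the spread over probes, and the number of arrays limits the precision. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated arrays with known changes before it was run.

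Genes were named by a rule set before the data were examined, with the paper's tables already seen: every gene the paper names as changed on the arrays and the genes of Table 3, at the probe in Table S2; the genes with the largest rise and the largest fall in each list of Table S4, and any gene against its listed direction; the 5 largest rises and 5 largest falls among called probes with a gene name and the same sign on all arrays; Hprt and Gapdh; the 3 largest rises and falls of Table S2; control features as classes and GE_BrightCorner; and the largest rise and fall in each fixed gene list. The values of 3 genes that the rule names are left out of the text. Genes named with turned labels, Acta2 among them, were chosen after their values were seen. In the tallies of Table S4, a gene with probes of both directions in Table S2 was read at the one in the listed direction. No set test was made on the lists of Table S4, which were chosen on these arrays. Fixed gene lists for the hypoxia response, proliferation, the interferon response, SRF and YAP targets, extracellular matrix and laminin receptors, and chemosensory receptors were written beforehand and tested with limma's camera (inter-gene correlation 0.01, and estimated) at the brightest probe of each gene.

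The alternatives were no background correction, median centring or no normalization within arrays, scale normalization between arrays, the median of spot pixels, the dimmest probes dropped, all spots kept or every spot with a flag left out, the authors' table, the methods' t-test, a two-sample test on separate channels, an intensity trend in eBayes, the 6 channels without the replicate block, adjustment over probes with a fold change above 1.5, a fold change threshold of 2, each replicate left out, the brightest probe of each gene, all probes of the fixed lists and an estimated correlation. The labels were also turned by 180 degrees about the centre of the array, after the repeated probes had been examined. The level of the negative control features is their median plus 2 scaled median absolute deviations of the log2 signal in each dye and array, read at the turned labels. The miRNA arrays, the qRT-PCR data and the tumor samples were not analysed here, and KEGG enrichment was not recomputed, since the gene sets were not at hand.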

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

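The tests on the spots of repeated probes were chosen only after the labels had been found to scatter such spots. The tests on negative control features, on pairs of probes and on chemosensory receptors were set before their results were seen.

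A signal in features that the paper does not report on stood out: the spots of the 245 gene probes that the design prints at 10 positions, and the control features. Under the labels of the files, spots of 1 such probe differed as much as random spots. Noise of printing, hybridisation or scanning as the cause is excluded, since with the labels turned by 180 degrees the share of the variance of the log2 Cy3 signal between these probes was at least 0.994 on every array. Mirrored labels did not raise this share. The spots of a repeated probe measure the same RNA, so the share of 0.0900 to 0.0908 as written argues against the labels of the files for these 245 probes. Of the placements examined, only the turn brought their spots together. With the turned labels, at least 95.4% of the negative control features lay below the median of the gene probes on every array, against 45.1%, 47.0% and 46.4% with the labels as written. The correlation across genes between 2 different probes of a gene, in their mean log2 ratios, was 0.328 after the turn (8756 genes) and 0.00162 before it (8762 genes). Genes are not independent replicates. Of the genes with at least 2 called probes, 355 of 394 had all calls in 1 direction after the turn and 69 of 143 before it.

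If the labels of the files are turned, Table S2 holds probes drawn without regard to their genes. The share of chemosensory receptor probes in Table S2 (57 of 1883) was 1.12 times their share on the array (95% exact interval of counting error 0.853 to 1.45), which is consistent with such a draw. Among the probes called after the turn this ratio was 0.151 (0.0848 to 0.249). Table S2 follows the labels of the files, as its ratios match theirs.

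No biological explanation was tested, since all spots of a probe on an array measure the same 2 samples. The paper's qRT-PCR (Fig. 3a) found all 4 genes it measured higher in 3D culture. This is the direction of the spots labelled with these genes in the files, and after the turn none of the 4 had a fold change above 1.5. That comparison does not settle the labels. If the labels are turned, how this came about cannot be read from the files.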

How the results depend on the processing

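The alternatives were set before the data were examined, apart from 4 added after the data had been seen: turning the labels, giving the stray spots at the end of the file of replicate 1 to replicate 2, keeping only probes above the negative control features, and the authors' table with the methods' t-test and adjustment over probes with a fold change above 1.5. Plain subtraction of a local background and a filter on local background were planned and not run, since the files hold no background values.

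The number of probes called at adjusted p (3566) stayed within 1.5 times its value under 14 of 18 alternatives set beforehand. It was 0 with the methods' t-test, 1332 with the two-sample t-test on separate channels and 831 at a fold change threshold of 2, and from 2224 to 4416 with 1 replicate left out, lowest without replicate 3. The cause was not tested, apart from the threshold, which calls fewer probes by construction. With the authors' table, the methods' t-test and adjustment over probes with a fold change above 1.5, it was 1895. The number at unadjusted p (3768) moved by over 1.5 times only at the fold change threshold of 2 (853), was 2651 with the methods' t-test, and lay between 3471 and 4430 with 1 replicate left out. Table S2 probes called at unadjusted p (1790) fell to 565 at that threshold and to 95 with turned labels. Without the replicate block, that is with the 6 channels as unpaired samples, 3202 probes were called at adjusted p, and of 72 named probes called at adjusted p 4 were no longer called. Without normalization within arrays the median log2 ratio of all probes was -0.16.

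The share of down-regulated probes (49.2% of calls at unadjusted p) lies near 50% and crossed it with no background correction (50.9%), no normalization within arrays (56.6%), the dimmest probes dropped (51.5%), all spots kept (50.03%), the authors' table (50.6%), the methods' t-test (52.2%), the two-sample test (51.3%), a fold change threshold of 2 (64.8%), without replicate 2 (46.4% to 50.07% over the replicates left out), with probes above the negative control features (50.3%) and with the authors' table and the methods' t-test (53.3%, and 55.7% of its calls after the narrower adjustment). With median centring it was 28.3%. Among calls at adjusted p it was 49.7%, and it also crossed 50% with no replicate block (51.6%) and without replicate 3 (53.5%), and was 60.9% with the two-sample test. The cause was not tested, and the direction of this share is not stable.

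The direction of Table S2 held for 100% of its tested probes under all 17 alternatives set beforehand, and for 47.1% with turned labels. Table S2 was chosen on these arrays, so the 100% is not independent evidence. Genes of the pathway lists in the paper's direction numbered 64 (metabolic), 25 (MAP kinase), 47 (cell adhesion) and 43 (immune response), and moved by over 1.5 times only with turned labels, to 33, 13, 22 and 23. With 1 replicate left out they numbered 58 to 60, 23 to 25, 45 and 39 to 41.

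The fixed gene lists passed the threshold under 0 of the alternatives with labels as written. Since their values lie near 0, the sign of the test changed for chemosensory receptors (medians of 0.0057 with median centring, -0.16 without normalization, -0.023 with the dimmest probes dropped, -0.0097 with the methods' t-test and -0.022 above the negative control features), proliferation (0.017 with median centring, -0.14 without normalization, 0.032 with the median of spot pixels and -0.0093 with all probes of the lists) and SRF and YAP targets (0.014 with the dimmest probes dropped, 0.021 with the two-sample test, 0.014 above the negative control features and -0.060 with all probes of the lists). With 1 replicate left out, the medians lay between -0.024 and 0.021 for SRF and YAP targets, and between -0.0021 and 0.014 for the interferon response. The lowest adjusted p over these alternatives was 0.415, for extracellular matrix and laminin receptors. With turned labels the medians were -0.27 for extracellular matrix and laminin receptors, -0.30 for the hypoxia response, 0.54 for proliferation, -0.80 for SRF and YAP targets, all with an adjusted p under 0.05, and -0.023 for chemosensory receptors, whose test did not pass.

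Of the 77 named probes with a test (3 left out), the alternatives set beforehand turned the sign of 5 read at the gene's brightest probe, namely Il2ra (0.20), Mknk1 (0.16), Col1a1 (-0.38), Flna (0.57) and Ppp2r1b (0.13), and of Hprt, which lies at 0 (0.0016 with the median of spot pixels, -0.026 to 0.0078 with 1 replicate left out). At unadjusted p, a fold change threshold of 2 ended 39 calls by construction and median centring 10. Reading each gene at its brightest probe ended the calls of the 5 genes whose sign it turned and of 6 others. No normalization within arrays ended 5 calls, the methods' t-test 5 and the two-sample test 4. The median of spot pixels ended 3, and leaving out 1 replicate at most 2. At adjusted p, the methods' t-test ended all 72 calls, the two-sample test 31, the brightest probe of each gene 11 and leaving out 1 replicate at most 8. With turned labels, 74 of these probes had a value. The sign turned for 46 of them, and 22 more were no longer called. Of those whose sign turned, 17 had a turned Cy3 signal under the level of the negative control features on all 3 arrays, so their sign is not above background, and 23 lay above it in both dyes on all 3. The log2 ratios that turned were Ifnb1 -0.34, Fgfr4 -0.16, Nfatc2 -0.042, Il2ra 0.077, Il12rb2 0.30, Il21r -0.34, Il22ra1 -0.15, Ccr3 0.16, Tnfrsf9 -0.070, Tnfrsf25 0.24, Agpat3 -0.033, Cyp4f18 -0.39, B3galt6 -1.42, Ctps -0.56, Dgkb -0.16, Ext1 -0.55, Man2a1 -0.044, Ocrl 0.45, Pla2g2c 0.23, Ppt1 0.0078, Sc5d 0.25, Cacna1d -0.12, Mknk1 0.93, Sos2 0.11, Arhgef4 0.42, Col1a1 -0.21, Vegfa -0.60, Flna 0.066, Htr2c 0.20, Oas3 0.24, Ppp2r1b 0.13, Ppp2r2b 0.17, Ecsit 0.29, Irf3 0.095, B4galt2 -0.27, Dstyk 0.51, Rhd 0.27, Miip 1.40, 4930429F11Rik -0.017, Zfp207 -0.60, Atp11b -0.065, Hprt 0.58, Olfr832 0.0021, Itgb4 0.30, Lamb1 -0.39 and Mki67 0.59.

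Signal over background limits these values. The limit taken from the negative control features was 296, 262 and 197 in Cy3 and 198, 151 and 172 in Cy5 for replicates 1, 2 and 3, and the median spot signal was 302, 264 and 207 in Cy3, so a large part of the probes lies near it. In simulated arrays with 200 probes changed 3-fold, 100% of 63 bright and 92.7% of 137 dim changed probes were recovered, with 1 false call among 41174 probes. The simulated noise was independent between arrays, with no dye effect particular to a probe. Of the 3768 calls here at unadjusted p, 853 had a fold change above 2. The simulated rates thus do not carry over to the calls reported here.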

Differences from the paper's values

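The paper reports 1884 differentially expressed genes, and 3566 probes were called here at adjusted p. Of the alternatives set before the data were examined, 3 gave a count within 1.5 times the paper's: the two-sample t-test on separate channels (1332), without replicate 2 (2668) and without replicate 3 (2224). The other 15, with 0 to 4416 calls, did not. The paper's 1052 down-regulated genes stand against 1774 here. Median centring (1145), the two-sample t-test (811), without replicate 2 (1412) and without replicate 3 (1189) came within 1.5 times, and the other 14 did not. The paper's 832 up-regulated genes stand against 1792 here, with only without replicate 3 (1035) within 1.5 times and the other 17 outside. The authors' table with the methods' t-test and adjustment over probes with a fold change above 1.5, a setting chosen after the values had been seen, gave 1895 calls, 840 up-regulated and 1055 down-regulated, and drops 8 of the paper's 1883 gene probes. The paper counts probes as genes: its list holds 1588 gene names, and 1 of its 1884 entries is the control feature GE_BrightCorner.

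The log2 ratios of 10 of 66 named probes with a value in Table S2 differ from it by more than the spread between arrays (1 SD), all with the same sign. The paper's values and those here are 0.75 and 0.80 for Fgfr4, -0.67 and -0.71 for Tnfrsf1b, 0.72 and 0.80 for Tnfrsf9, 0.78 and 0.82 for Cyp4f18, 0.83 and 0.92 for Man2a1, 0.63 and 0.71 for Itpr1, 0.78 and 0.92 for Vegfa, -0.59 and -0.50 for Pak3, -1.73 and -1.81 for Irf3, and 1.60 and 1.76 for Atp11b. With no normalization within arrays and with the authors' table the paper's value lay within the spread for all 10, with no background correction for all but Pak3, with the median of spot pixels for Fgfr4, Tnfrsf1b, Tnfrsf9, Man2a1, Itpr1 and Atp11b, with median centring for Itpr1, with all spots kept for Pak3, without replicate 2 for Tnfrsf9, Man2a1 and Atp11b, and without replicate 3 for Fgfr4 and Man2a1. With the two-sample t-test and with no replicate block this held for Fgfr4, Tnfrsf1b, Tnfrsf9, Cyp4f18, Itpr1 and Vegfa, where the values stayed the same and only the wider spread took in the paper's. The other alternatives left the difference. On the authors' table the values equal the paper's.

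The paper states that the down-regulated genes outnumber the up-regulated ones. Here they were 49.2% of the calls at unadjusted p and 49.7% of those at adjusted p. At adjusted p the two-sample t-test gave 60.9%, no replicate block 51.6%, without replicate 2 52.9% and without replicate 3 53.5%. The settings that gave more than 50% at unadjusted p are no background correction (50.9%), no normalization within arrays (56.6%), the dimmest probes dropped (51.5%), all spots kept (50.03%), the authors' table (50.6%), the methods' t-test (52.2%), the two-sample t-test (51.3%), a fold change threshold of 2 (64.8%), without replicate 2 (50.07%) and, chosen after seeing the data, probes above the negative control features (50.3%) and the authors' table with the methods' t-test (53.3%, and 55.7% of the calls after the narrower adjustment).

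The paper states that more genes were down-regulated in every pathway category. In the 19 categories of Table S4, the paper's own lists have more down-regulated genes in 12, and the calls here in 11, while 6 have more up-regulated genes in both. These genes were chosen on these arrays, and each was read at its Table S2 probe in the listed direction. With turned labels, metabolic pathways had 10 genes called up-regulated and 4 down-regulated, against 25 and 39 as written. Focal adhesion had 1 and 4, against 7 and 9.

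The text gives 22 up-regulated and 26 down-regulated cell adhesion genes, and Table S4 lists 23 and 25. Arhgef4 is listed there as up-regulated, and the spot labelled with it had a log2 ratio of -0.15. Table 3 lists Tmsb4x as down-regulated, and its value here was 1.07. Table 3 lists Ppp2r2b as down-regulated and Table S4 as up-regulated, and its 2 probes in Table S2 had log2 ratios of -1.11 and 0.63 here. Table 3 lists 17 metabolic gene symbols where the text counts fewer.

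The paper states that Ifnb1 was the most significantly up-regulated inflammatory gene. In the immune response list it ranked 2 by log2 ratio here, after Pard3 (1.26), and 6 by p among 16 genes. In the paper's own Table S2 it ranks 2 by fold change and 13 by p among the same genes.

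Hnf4a, Gpr126 and A_51_P319720, which the paper calls, were not tested here because of their flag. With all spots kept they were called, with log2 ratios of 2.73, 2.53 and 2.22. In all, 64 of the 1883 gene probes of Table S2 were not tested here, each with the flag 3 on at least 2 arrays. With all spots kept 1849 of the 1883 were called, against 1790 here. Il22ra1, not called here (0.56), reached the fold change with all spots kept (0.60) and with the authors' table (0.63).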

Other observations

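The test of a spatial trend on the probes printed several times was chosen after the result was seen. The fixed gene lists were written before the data were examined, and their values with turned labels were computed after.

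The number of calls can be set against other choices of sign, in which the log2 ratios of 1 array are turned. Of 4 such choices only 1, the measured one, gave as many calls, 3566 at adjusted p and 3768 at unadjusted p, while the highest of the others gave 0 and 237. With 4 choices chance cannot be excluded at the usual threshold.

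The paper reports an excess of down-regulated probes. In limma's test at unadjusted p, their share was 49.2% with loess, 28.3% with median centring and 56.6% without normalization. Loess and median centring thus lowered the share, which argues against them as the source of the excess. On the authors' table, where the normalization is fixed, the share was 50.6% in limma's test and 53.3% with the methods' t-test. It was 55.7% of the calls with that t-test and adjustment over probes with a fold change above 1.5. These calls were 840 up-regulated and 1055 down-regulated, against 832 and 1052 in the paper. The size of the excess thus depends on the test and the adjustment, and the normalization alone does not account for it. A dye bias stays open, since 0 arrays had the dyes swapped, and dye and culture cannot be told apart. Calls share a position on all 3 arrays, so a spatial trend of the array surface was tested. The correlation of the log2 ratio of a called spot with the mean of its 8 neighbours was 0.156, between the bounds set beforehand. By this test a trend stays open for probes printed once. With turned labels, 355 of 394 genes with at least 2 called probes had all calls in 1 direction, against 69 of 143 as written. The turn keeps the distances between spots. This argues against a spatial trend as the main source of the calls of the 394 genes. For the probes printed at 10 positions, which lie scattered over the array, at least 0.881 of the variance of the log2 ratio lay between probes with turned labels, which excludes a spatial trend as the main source of their ratios. A change by the culture was not tested apart from these.

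With the labels as written, none of the 6 fixed gene lists passed in camera (limma), with the preset correlation (adjusted p from 0.865 to 0.941) or the estimated one (0.990). Their medians were -0.0097 for chemosensory receptors, where the test pointed up, 0.022 for extracellular matrix and laminin receptors, 0.11 for the hypoxia response, 0.024 for the interferon response, where the mean was -0.0076, -0.037 for proliferation, where the mean was 0.00032, and 0.021 for SRF and YAP targets. Calls over all probes and adjusted over the list alone numbered 92 and 92, 5 and 6, 4 and 4, 2 and 2, 4 and 4, and 2 and 2. The largest rises and falls were those of the spots labelled Olfr1061 (1.44) and Olfr832 (-1.84), Lamb1 (1.07) and Itgb4 (-0.67), Ddit4 (0.89) and Slc16a3 (-0.78), Oasl2 (0.54) and Oas3 (-1.28), and Cdc6 (0.75) and Mki67 (-0.63). Among SRF and YAP targets, Tagln2 (-0.69) had the largest fall. The Cy3 signal of Olfr1061 was under the level of the negative control features on all 3 arrays, so its ratio rests on a 2D signal not above background. Both other probes of Itgb4 and the only other of Oas3 went the opposite way.

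With turned labels, 4 lists passed in camera with the preset correlation. SRF and YAP targets had a median of -0.80 (adjusted p = 1.09e-10), with 24 of 27 genes lower and 18 called down-regulated, and 18 adjusted over the list alone. Proliferation had a median of 0.54 (1.63e-05), with 21 of 25 genes raised and 11 called, and 11 adjusted over the list alone. Without replicates 1, 2 and 3 in turn, 7, 7 and 8 of its 21, 20 and 22 tested genes were called. Extracellular matrix and laminin receptors had -0.27 (0.00242) with 1 gene called up-regulated and 6 down-regulated, and 8 adjusted over the list alone. The hypoxia response had -0.30 (0.0481), with 4 called down-regulated, and 4 adjusted over the list alone. Without replicate 1 the hypoxia response had a median of -0.077 and did not pass (0.343). Without each replicate in turn the adjusted p of SRF and YAP targets ran from 3.07e-14 to 7.82e-10, that of proliferation from 2.78e-05 to 0.00172 and that of extracellular matrix and laminin receptors from 1.69e-05 to 0.00600. With the estimated correlation 0 lists passed, with adjusted p of 0.107 for SRF and YAP targets and 0.168 for proliferation. The interferon response (0.059, adjusted p = 0.367) and chemosensory receptors (-0.023, 0.268) did not pass. With all probes of the lists in place of the brightest, the median was -0.49 for SRF and YAP targets and 0.30 for proliferation. It was -0.17 for extracellular matrix and laminin receptors and -0.32 for the hypoxia response. At the preset correlation these 4 lists passed in camera as well.

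With turned labels, the largest falls by the rule for named genes were those of Acta2 (-3.44 ± 0.15, SD over 3 arrays, adjusted p = 1.70e-04 in limma's test), 2 probes of Ccl7 (-2.97 and -2.88), Eef2 (-2.83) and Syn1 (-2.74), and the largest rises those of Cirbp (2.35), Chac1 (2.34), Nqo1 (2.30), Lpin1 (1.87) and Zfand4 (1.76). These genes were chosen after their values were seen. The qPCR reference gene Hprt had a log2 ratio of -0.010 ± 0.034 with the labels as written, under the level of the negative control features in Cy3 on all 3 arrays, and 0.58 ± 0.17 with turned labels, above it on all 3. Gapdh had a value on only 1 array with the labels as written, and 0.72 ± 0.19 with turned labels. Its probe was chosen by the signal under the labels as written. With turned labels the mean log2 signal of that probe was 8.37, against 13.76 for Hprt, so its rise need not be that of the gene.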
